# Inhibition of Specific NF-κB Activity Contributes to the Tumor Suppressor Function of 14-3-3σ in Breast Cancer

**DOI:** 10.1371/journal.pone.0038347

**Published:** 2012-05-31

**Authors:** Julia Inglés-Esteve, Mònica Morales, Alba Dalmases, Ricard Garcia-Carbonell, Alba Jené-Sanz, Núria López-Bigas, Mar Iglesias, Cristina Ruiz-Herguido, Ana Rovira, Federico Rojo, Joan Albanell, Roger R. Gomis, Anna Bigas, Lluís Espinosa

## Abstract

14-3-3σ is frequently lost in human breast cancers by genetic deletion or promoter methylation. We have now investigated the involvement of 14-3-3σ in the termination of NF-κB signal in mammary cells and its putative role in cancer relapse and metastasis. Our results show that 14-3-3σ regulates nuclear export of p65-NF-κB following chronic TNFα stimulation. Restoration of 14-3-3σ in breast cancer cells reduces migration capacity and metastatic abilities *in vivo*. By microarray analysis, we have identified a genetic signature that responds to TNFα in a 14-3-3σ-dependent manner and significantly associates with different breast and other types of cancer. By interrogating public databases, we have found that over-expression of this signature correlates with poor relapse-free survival in breast cancer patients. Finally, screening of 96 human breast tumors showed that NF-κB activation strictly correlates with the absence of 14-3-3σ and it is significantly associated with worse prognosis in the multivariate analysis. Our findings identify a genetic signature that is important for breast cancer prognosis and for future personalized treatments based on NF-κB targeting.

## Introduction

Breast cancer is the most common cancer that affects women in western countries, and metastasis is a fatal consequence of this disease [1]. The identification of the mechanisms involved in the survival of breast cancer cells and their ability to colonize distant tissues is a crucial issue for personalized cancer therapy and improvement of patient treatment. However, complexities of the cellular interactions and the molecular components that are involved in breast cancer progression and metastasis have challenged the significance of new discoveries in this field [2]. A majority of the metastases occurring in breast cancer patients arise in the bone and are generally osteolytic, involving the mobilization of osteoclasts that cause bone resorption, with severe pain, bone fractures, nerve compression and hypercalcemia [3], [4], [5]. Interestingly, a particular characteristic of the bone microenvironment is not only that it represents a bona-fide stem cell niche for hematopoietic cells, but also that it contains immune cells that are a source of inflammatory cytokines. Inflammation is a major contributor to carcinogenesis, being Nuclear Factor-κB (NF-κB) the master transducer of inflammatory signals [6]. Breast cancer has repetitively been linked to high NF-κB activity [7], [8], [9], [10], [11], [12], which regulates genes associated with tumor invasion and metastasis such as Maspin [13] and GM-CSF [9]. NF-κB activation is triggered by different extracellular stimuli such as inflammatory cytokines, EGF or RANKL [14], [15], [16], [17], a finding that is the base for using antibodies against TNFα, soluble TNFα receptors or RANKL inhibitors in patients with bone-metastasis [18], [19]. However, alterations in inhibitory factors of NF-κB signal also contribute in maintaining high NF-κB activity in cancer cells [20].

14-3-3 is a highly conserved family of adaptor proteins that regulate multiple signal transduction pathways by regulating activity (e.g. Raf, JNK) [21], [22] or promoting the nuclear export of pre-phosphorylated substrates (e.g. FOXO, CDC25, HDAC or regulators of mTOR) [23], [24], [25], [26]. We previously demonstrated that different 14-3-3 members bind and facilitate nuclear export of NF-κB complexes after TNFα stimulation [27]. Rapid nuclear export of NF-κB (mainly the p65/p50 dimers) by newly synthesized IκBα is essential for the post-induction repression phase of the NF-κB signaling [28], [29]. Interestingly, 14-3-3σ has been categorized as a tumor suppressor in human breast cancers where is frequently lost due to gene deletion or promoter methylation [30], [31], [32], [33]. We have now investigated the role of 14-3-3σ in breast cancer cells and its putative involvement in the metastatic phenotype. We have found that 14-3-3σ levels determine the kinetics of nuclear p65 export after TNFα stimulation and identified a genetic signature that responds to TNFα in a 14-3-3σ-dependent manner. This signature is significantly associated with breast, intestinal, ovarian and lung cancer in humans, and its over-expression correlates with poor relapse-free survival breast cancer patients. Importantly, manipulation of 14-3-3σ levels in mammary cells leads to changes in cell migration *in vitro* and affects the metastatic capacity of MDA-MB-231 breast cancer cells in mice. Finally, NF-κB activation is primarily found in breast tumors lacking 14-3-3σ expression and is significantly associated with reduced disease-free survival of the patients in uni- and multivariate analysis.

## Results

### Breast cancer cells with low levels of 14-3-3σ show delayed p65 nuclear export and increased NF-κB activity

To study whether 14-3-3σ was involved in NF-κB regulation in breast cancer cells, we first determined its expression levels in non-transformed MCF10A and breast cancer (MCF7, MDA-MB-231, BT-474, SK-BR-3 and T47D) cells. We found that 14-3-3σ is downregulated in cancer cells compared to MCF10A, whereas other 14-3-3 isoforms show comparable levels. 14-3-3σ was also absent from MDA-MB-435, previously considered as a breast cancer cells. In contrast, p65 and p50 NF-κB members and their negative regulator IκBα were similarly expressed in all tested cell lines (Figure 1A). However, we did not detect any nuclear p65 in non-stimulated breast cancer cells (Figure 1B).

**Figure 1:**
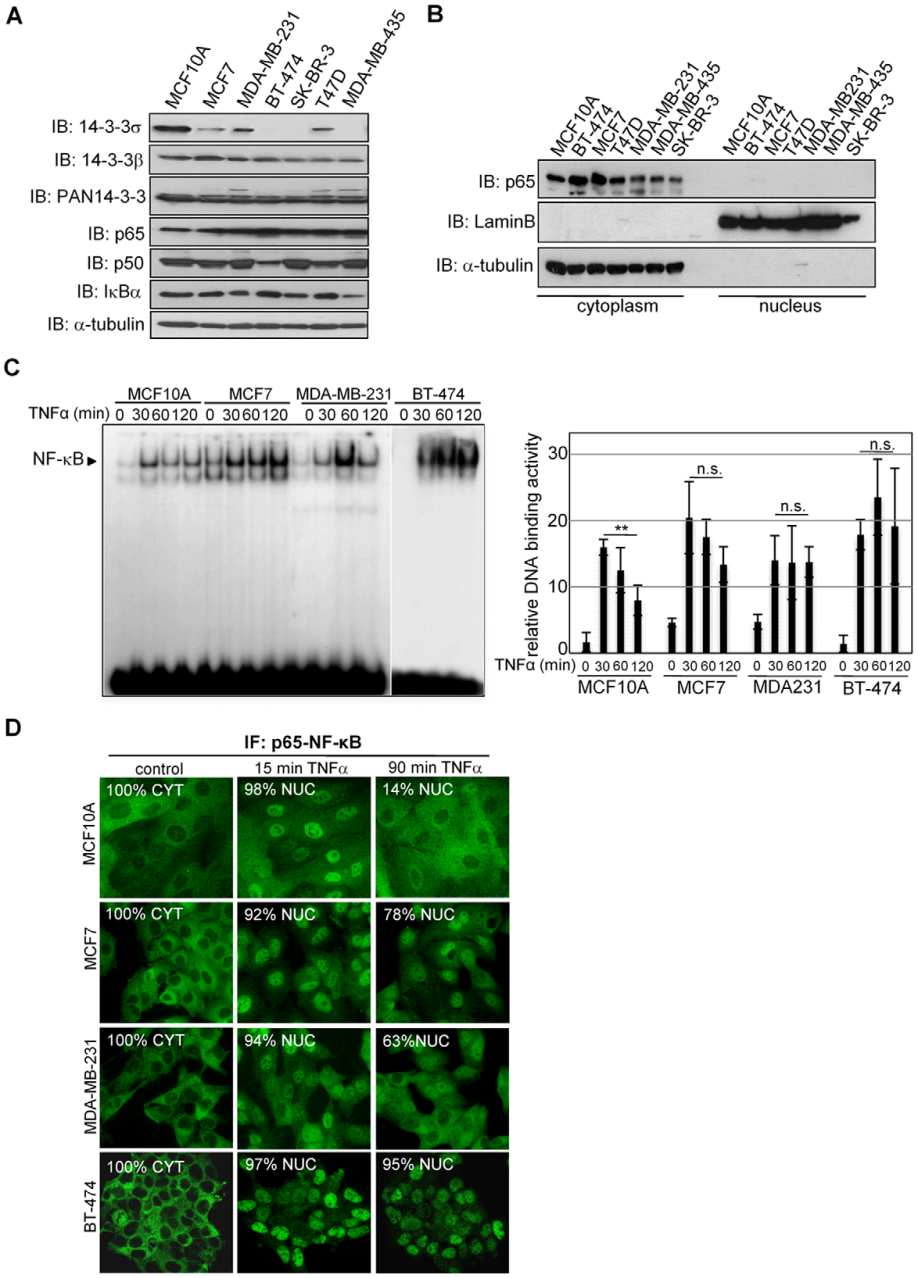
Breast cancer cells with low levels of 14-3-3σ show a delay in p65 nuclear export following chronic NF-κB activation. (A) Western blot analysis of 14-3-3σ expression in normal and cancer cell lines. (B) Subcellular fractionation from different mammary cell lines and western blot analysis with the indicated antibodies. (C) (left panel) TNFα-dependent activation of NF-κB in the indicated cell lines measured by EMSA and (right panel) densitometric analysis of four independent experiments (average and standard deviation). DNA-binding activity is represented relative to untreated MCF10A. (D) IF with specific α-p65 antibody of the indicated cells incubated with TNFα at different time points. NUC indicates cells containing nuclear p65 and CYT, exclusive cytoplasmic staining. A representative of three independent experiments is shown in all cases and all samples were equally processed.

Since we previously found that 14-3-3 participates in the post-activation repression of NF-κB [27], we now tested whether reduced 14-3-3σ levels in breast cancer cells affects NF-κB activation or signal duration. By Electrophoretic Mobility Shift Assay (EMSA) using specific κB probe, we found sustained nuclear NF-κB activity in MCF7 and BT-474 and to a minor extent in MDA-MB-231 breast cancer cells compared to MCF10A cells after TNFα treatment (Figure 1C). Next, we determined whether these changes were associated with the capacity of these cells to retain p65 in the nucleus. By immunofluorescence (IF), we found that MCF7, MDA-MB-231 and BT-474 cells showed a delay in redistributing nuclear p65 to the cytoplasm compared with MCF10A (78%, 63% and 95% of cells containing nuclear p65 compared with 14% in MCF10A cells after 90 min with TNFα) (Figure 1D). Specificity control for p65 staining was performed using p65-deficient cells (Figure S1).

### p65 binds to 14-3-3σ in mammary cells in a TNFα-dependent manner

We previously showed that TNFα induces p65 binding to 14-3-3β and 14-3-3η in HEK-293T cells [27]. However, the fact that 14-3-3σ deficiency in breast cancer cells correlates with delayed p65 nuclear export suggests a non-redundant function for this isoform in mammary cells. By pull-down (PD) we confirmed that both p65 and p50 isolated from MCF10A cells bound GST-14-3-3σ in response to TNFα. Moreover, this interaction was isoform-specific since both NF-κB proteins failed to bind 14-3-3η in the same experiment (Figure 2A). Comparable results were obtained using cell extracts from different breast cancer cells but not from MDA-MB-435 (Figure 2B). By coprecipitation experiments we demonstrated that endogenous 14-3-3σ associates with p65 in response to TNFα in non-transformed mammary cells (Figure 2C and 2D). Although we cannot formally conclude that the interaction between 14-3-3σ and p65 is direct, the presence of three 14-3-3-binding sites in the p65 protein [27] strongly suggests this possibility.

**Figure 2:**
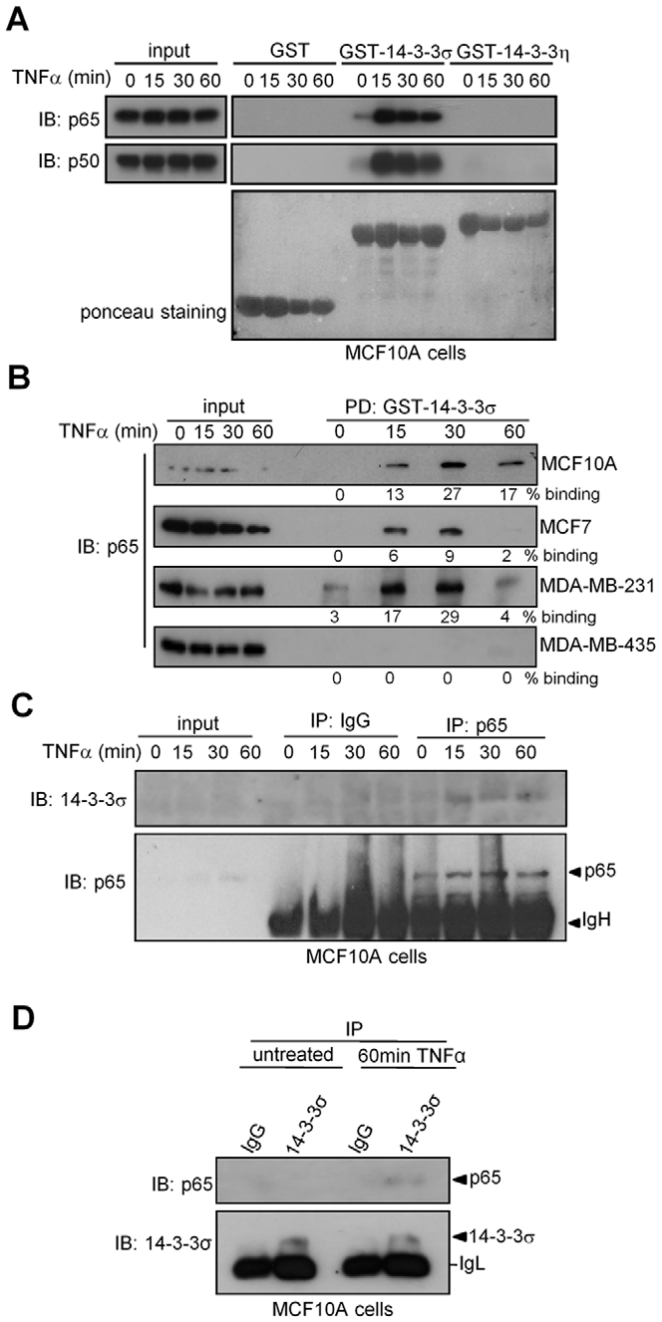
p65 preferentially binds to 14-3-3σ in normal and breast cancer cells following NF-κB activation. (A, B) Pull down experiment using different GST fusion proteins and cell extracts from (A) TNFα-treated MCF10 and (B) different breast cancer cell lines. Densitometric quantification of binding is shown below each panel. (C–D) Co-immunoprecipitation of endogenous proteins from MCF10A (C) immunoprecipitation of p65 and detection of 14-3-3σ by western blot and (D) immunoprecipitation of 14-3-3σ and detection of p65.

### Defective expression of 14-3-3σ is responsible for delayed p65 nuclear export in breast cancer cells

To determine whether 14-3-3σ deficiency was responsible for delayed nuclear export of p65 in breast cancer cells, we generated pools of MCF7 cells stably expressing the myc-14-3-3σ construct or the control vector (Figure 3A). By IF, we found that ectopic 14-3-3σ enhanced the ability of MCF7 cells to re-export p65 from the nucleus after TNFα stimulation (Figures 3B and 3C). Moreover, this effect was not due to changes in endogenous IκBα basal levels, TNFα-induced degradation of IκBα (that is essential for NF-κB activation) or IκBα re-synthesis (required for the post-activation repression of NF-κB) (Figure S2A). Identical results were obtained using MDA-MB-231 cells (Figures S3A, S3B and S3C) or MCF7 carrying a doxycycline-inducible 14-3-3σ construct (Figures S4A and S4B).

**Figure 3:**
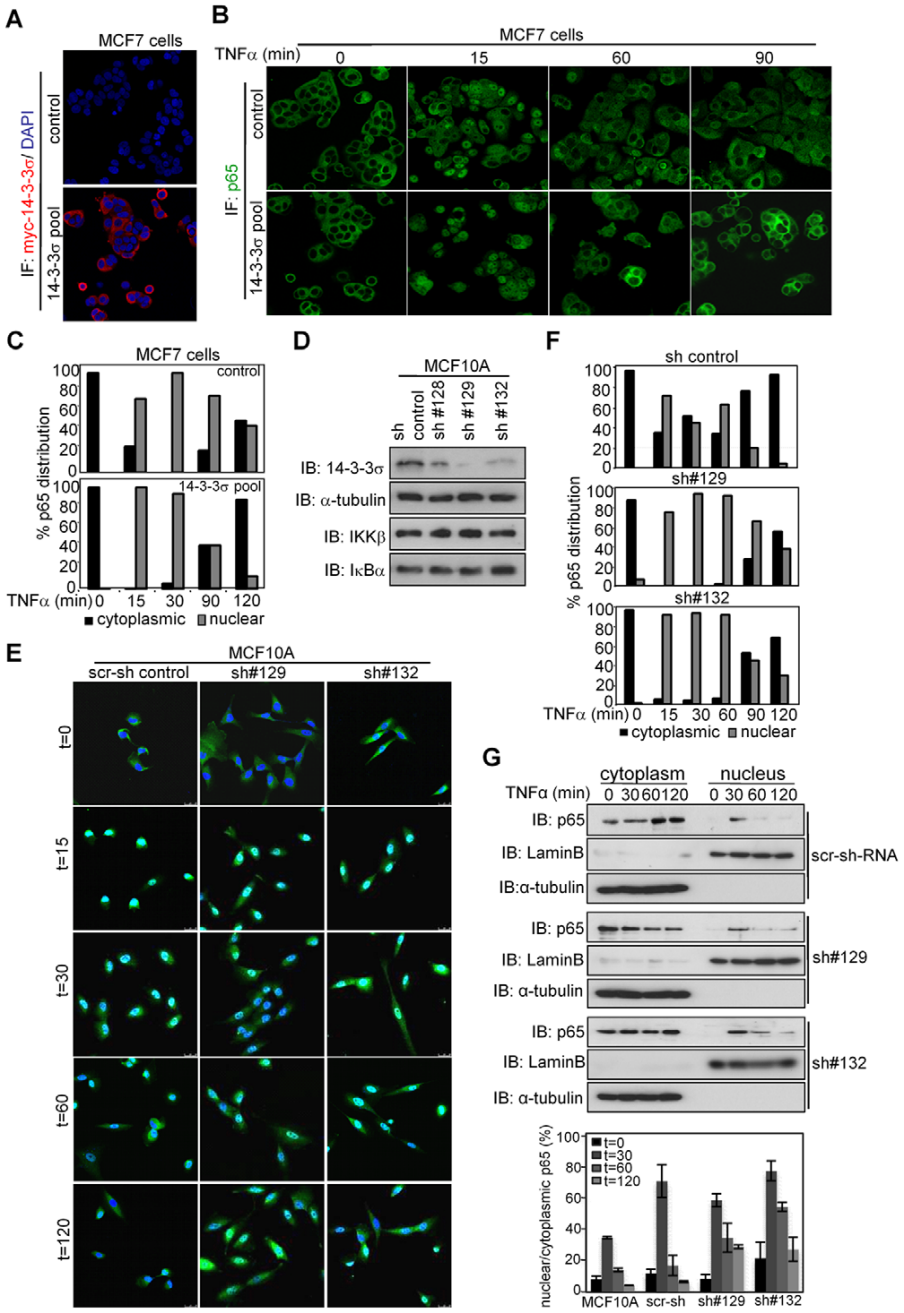
Defective 14-3-3σ is responsible for delayed p65 nuclear export in breast cancer cells. (A and B) IF analysis of 14-3-3σ expression (A) and p65-NF-κB nuclear translocation (B) in MCF7 control and 14-3-3σ expressing cells. (C) Quantification of p65 subcellular distribution in one representative of 3 independent experiments. (D) Western blot analysis of 14-3-3σ levels in MCF10A pools transduced with different shRNA. (E, F) Representative images of p65 IF (E) and quantification of p65 subcellular distribution in MCF10A cells (F). One representative of three independent experiments is shown. (G) Subcellular fractionation followed by western blot analysis of p65 in the different MCF10A pools transduced with scrambled or 14-3-3σ-shRNAs. Average of densitometric quantification of 3 independent experiments is shown in the lower panel. For representation of p65 distribution in 3c and 3f, two groups have been considered, cytoplasmic: homogenous or cytoplasmic staining and nuclear: preferentially nuclear distribution.

Next, to further study whether reduced levels of 14-3-3σ in tumor cells were responsible for delayed p65 cytoplasmic redistribution, we knocked-down 14-3-3σ in non-transformed MCF10A cells using three shRNA that resulted in different degrees of down-regulation (Figure 3D). Reduction of 14-3-3σ levels in MCF10A cells delayed or even blocked p65 export following chronic TNFα treatment (Figure 3E and 3F) without affecting IκBα levels (Figure 3D and S2B). These results were confirmed by subcellular fractionation of the different transduced cells (Figure 3G).

### An NF-κB-dependent transcriptional program depends on 14-3-3σ in breast cancer cells

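MCF7 is an established line of estrogen receptor-positive human breast cancer cells. Pools of MCF7 cells stably carrying the myc-14-3-3σ construct or the control vector were left untreated (0 min) or treated with TNFα, the cytokine that activates NF-κB through the IKK complex, for 20 or 90 min at 40 ng/ml. RNA was hybridized to 12 Affymetrix Human Gene 1.0 ST arrays, which read most exons of each annotated transcript, with 2 arrays for each of the 6 combinations of cell pool and time. The methods give an input of 250 ng of RNA and the sample labels give 100 to 300 ng. The authors summarized the probes of each transcript with RMA, which corrects background, equalizes the distributions of the probe intensities and reports log2 values. The methods also name a batch adjustment, and neither they nor the sample labels say whether the deposited values include it or which arrays shared an experiment. Of the 32321 probe sets on the arrays, 19158 carried exactly 1 gene symbol, and the brightest of these was used for each of 18404 genes. limma was fitted to all 12 arrays with 6 group means, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The 2 arrays of a group correlated with each other at 0.996 to 0.998 across probe sets, against 0.988 to 0.996 for arrays of different groups. The upper quartile of the values was lower on the arrays at 20 min, at 9.39 to 9.43, than on those at 0 min (9.48 to 9.52) and 90 min (9.48 to 9.52). The number of arrays limits the precision: the median standard error over genes was 0.092 (log2) for a 90 min change within a pool and 0.13 for the difference between the changes of both pools.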

To investigate whether 14-3-3σ levels affect specific NF-κB dependent transcription in mammary cells, we performed expression microarray analysis of control or myc-14-3-3σ-expressing MCF7 cells treated with TNFα at different time points (GSE37139). 

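The transcript of SFN, the gene that encodes 14-3-3σ (probe set 7899265), was higher in the pool carrying the construct, at 11.71 ± 0.05 on the log2 scale (SD, n = 6 arrays over the 3 times) against 10.84 ± 0.06 (SD, n = 6) in control cells. This is a 1.83-fold difference (log2 0.87, standard error 0.04, adjusted p = 1.6e-07 from limma). All 6 arrays of the 14-3-3σ pool lay above all 6 of the control pool (exact permutation test, 2-sided, p = 0.0022, the smallest that 6 arrays against 6 allow). The 6 arrays of each side sample a single pool over the 3 times. Both tests therefore measure the spread between arrays and not between pools. No change of SFN with TNFα was detected, with log2 values at 90 min of -0.01 in control cells (adjusted p = 0.98 from limma) and 0.07 in 14-3-3σ-expressing cells (adjusted p = 0.65 from limma). Across the 6 conditions, 4241 of 18404 genes differed at an adjusted p under 0.05 in the moderated F test (2786 without the control 20 min replicate 7). The 220 genes of smallest p were classed by their limma calls, a gene being induced in a pool when it was called higher at 20 or 90 min than at 0 min. In control cells alone, 3 genes were induced: CCL5, a chemokine, NEDD9, a scaffold protein of cell adhesion and migration, and TRIM31, an E3 ubiquitin ligase. Another 76 were induced in both pools, of which 2, PLAU, the urokinase plasminogen activator, and CXCL8, which encodes IL8, had a smaller response in 14-3-3σ-expressing cells when adjusted over these 76 genes and both times, leaving 74. In 14-3-3σ-expressing cells alone, HSPB8, MXD1 and AKR1C1 were induced. TRIM31, HSPB8, MXD1 and AKR1C1 are named here after their values were seen. Over the genes induced in both pools, the smaller response of CXCL8 lost its call without the control 0 min replicate 1 or 2, the control 20 min replicate 7, the control 90 min replicate 15, the 14-3-3σ 0 min replicate 5 or the 14-3-3σ 90 min replicate 16 or 17, and that of PLAU without each array but the 14-3-3σ 0 min replicate 4 and 20 min replicate 11 (adjusted p of up to 0.11 for each). Both calls ended with all probe sets (0.068 and 0.081). Being called in a single pool does not show that the responses differ: over all genes the adjusted p of the difference at 90 min was 0.68 for CCL5, 0.96 for NEDD9 and 0.13 for TRIM31. The rise of NEDD9 in control cells lost its call without any of the 6 control arrays or without either 14-3-3σ array at 20 or at 90 min, with an adjusted p of up to 0.18. The 5 genes of the first and the smaller-response class became 2 without the control 0 min replicate 1 or 2, the control 20 min replicate 7 or the 14-3-3σ 90 min replicate 16, 3 without the control 90 min replicate 15 and 8 without the 14-3-3σ 0 min replicate 4.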

We distinguished between 4 different groups of genes: genes induced by TNFα in control cells but not in 14-3-3σ-expressing MCF7 cells (group1); genes induced in both control and 14-3-3σ-expressing MCF7 cells (group 2), including differentially induced genes (group 2.1) or similarly induced genes (2.2). 

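At 90 min of TNFα, 567 genes were lower and 543 higher in 14-3-3σ-expressing than in control cells (adjusted p under 0.05 from limma). Before TNFα, at 0 min, 817 were lower and 820 higher, and after quantile normalization 1068 lower and 751 higher (707 and 593 at 90 min). Of the 567 genes lower at 90 min, 467 were also lower at 0 min, where 25.2 would be shared if the calls were independent, and of the 543 higher ones 323 were also higher at 0 min, against 24.2. The differences between the pools at 0 and at 90 min, which come from different arrays, correlated at r = 0.69 across the 18404 genes, which are not independent replicates. Of the 199 genes induced at 90 min in control cells, 24 were lower (6.13 if independent) and 17 were higher (5.87) in 14-3-3σ-expressing cells at 90 min, both calls sharing the control arrays at 90 min. Of the 24 lower genes, 14 were also lower at 0 min. TAP1, the peptide transporter of the MHC class I pathway, was lower by log2 -0.78 at 0 min and -0.54 at 90 min. DUSP10, a phosphatase of the stress-activated MAP kinases, was lower by -0.70 and -0.55, and FBXO32, a ubiquitin ligase subunit, by -0.62 and -0.69. PLAU differed by 0.01 at 0 min, which did not pass the test, and was lower by -0.54 at 90 min. Over the 24 genes the median response at 90 min was 0.69 in control and 0.65 in 14-3-3σ-expressing cells. The response was smaller in 14-3-3σ-expressing cells for 18 and larger for 6, with 8 and 1 at an unadjusted p under 0.05. Adjusted over the 24 genes alone, 5 were smaller (TRIM31, CTDP1-DT, IL6, CXCL8 and PLAU, the last not without the control 90 min replicate 15) and 0 larger, in a group whose choice by a lower level at 90 min favors smaller responses. TRIM31 and CTDP1-DT were chosen after their values were seen. This group of 24 genes was defined after the values were seen. With brighter genes alone 11 of them were tested and 0 were called. Against the 20 min arrays, an alternative added after the values were seen, 3 were smaller, CTDP1-DT, IGFL1 and IL6. With a trended and robust prior 7 were smaller and 1 larger, and with a residual component as covariate 8 were smaller and 0 larger. Lower PLAU at 90 min lost its call without the control 90 min replicate 15 or the 14-3-3σ 90 min replicate 16 or 17, with an adjusted p of up to 0.068. The 1110 genes that differed at 90 min became 517 without the control 90 min replicate 13 or the 14-3-3σ 90 min replicate 16, 581 without the control 90 min replicate 15 and 487 without the 14-3-3σ 90 min replicate 17. The 1637 genes that differed at 0 min became 844 without the control 0 min replicate 2 and 705 without the 14-3-3σ 0 min replicate 5.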

A fifth group called group 1_2.1 (group 1 plus group 2.1) contains all genes that were significantly upregulated in TNFα-treated control cells compared with 14-3-3σ-expressing MCF7 cells. 

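After 90 min of TNFα, 199 genes rose and 99 fell in control cells, and 255 of 363 changed genes rose in 14-3-3σ-expressing cells (adjusted p under 0.05 from limma). The pools shared 161 of the rising genes, where 2.76 would be shared if the calls were independent, and 43 of the falling genes (0.581). Of the 199 genes that rose in control cells, 192 also had a positive change in 14-3-3σ-expressing cells, 186 of them at an unadjusted p under 0.05. ICAM1, a leukocyte adhesion molecule, rose by log2 3.85 in control and 3.82 in 14-3-3σ-expressing cells (standard error 0.08 each). TNF itself rose by 3.76 and 4.00 (standard error 0.11 each), the transcription factor IRF1 by 2.96 and 3.23, and the chemokine gene CCL20 by 2.66 and 2.60. Of 34 measured genes of cytokines and chemokines, listed with all other gene groups before the data were examined, 11 rose in control and 9 in 14-3-3σ-expressing cells and none fell. When adjusted over the list alone, 14 and 15 rose and 1 fell in 14-3-3σ-expressing cells. As a group they rose against all other genes with camera, with an adjusted p of 6.1e-21 in control cells (adjusted p = 0.029 with an estimated correlation) and 1.3e-10 in 14-3-3σ-expressing cells (adjusted p = 0.077 with an estimated correlation). Of 38 immediate early genes, 13 and 18 rose and none fell, and 19 and 24 rose and 1 fell in each pool when adjusted over the list alone. Among them were PPP1R15A (log2 1.25 and 1.55) and KLF10 (1.12 and 1.31), and the group's adjusted p was 0.011 and 0.0091 with an estimated correlation. ID1, an inhibitor of differentiation, fell by 0.78 in control cells and by 0.77 in 14-3-3σ-expressing cells. The 298 genes called in control cells became 173 without the control 90 min replicate 13 and 182 without replicate 15. Those called in 14-3-3σ-expressing cells became 213 without the 0 min replicate 5, 194 without the 90 min replicate 16 and 173 without the 90 min replicate 17 of that pool.

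**Figure D1:**
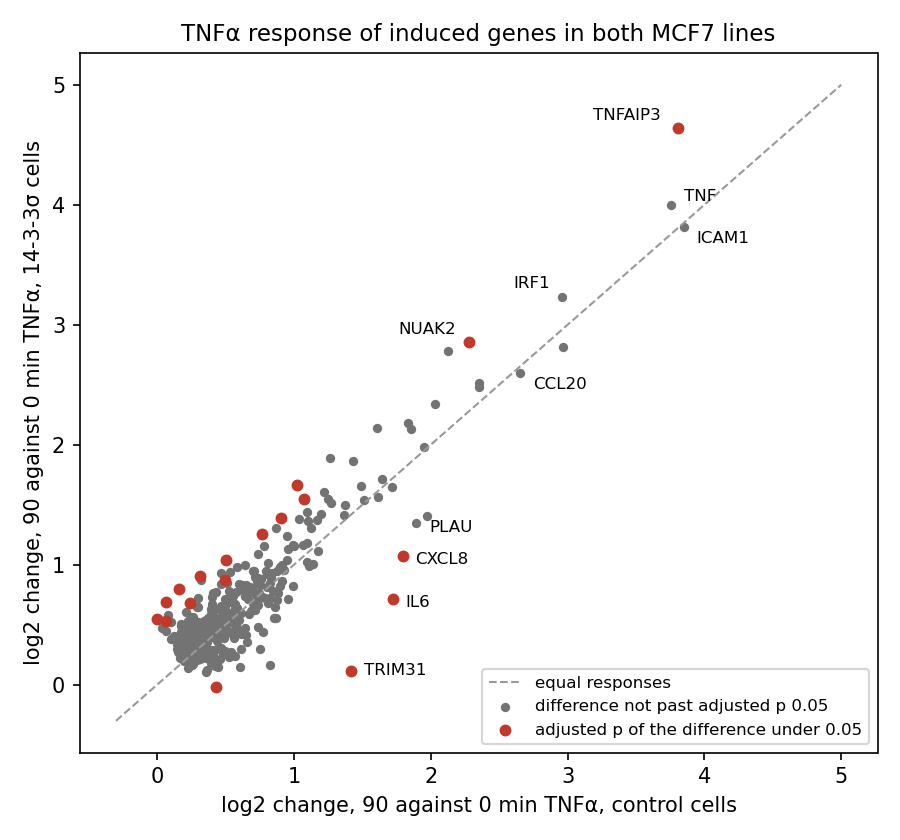
Log2 change at 90 against 0 min of TNFα in control (x axis) and 14-3-3σ-expressing (y axis) MCF7 cells for the 390 genes that were higher at 90 min over both pools, each point a gene from 2 arrays per group. The dashed line marks equal responses, and the 18 red points are genes whose responses differed at an adjusted p under 0.05 over these 390 genes alone, 4 below and 14 above the line.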

Our results showed that TNFα also induced a similar transcriptional program in both types of cells (group 2.2), indicating the integrity of the pathway. Interestingly, a specific set of genes remained unresponsive (group 1), or less responsive (group 2.1) in 14-3-3σ-expressing cells (merged as a single 1_2.1 group for subsequent analysis) (Figure 4A). These 14-3-3σ-dependent genes include well-characterized NF-κB targets such as TNFAIP1, IL8, IL6 or GM-CSF (Figure 4A and S5). 

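Whether a response was smaller in 14-3-3σ-expressing cells was tested gene by gene as the difference between the changes of both pools at 90 min. Among the 390 genes that rose at 90 min over both pools together, a choice that favors neither pool, the median change was log2 0.43 in control and 0.49 in 14-3-3σ-expressing cells. The change was smaller in 14-3-3σ-expressing cells for 125 of them and larger for 265. Adjusted over these 390 genes alone, an adjustment added after the values were seen, 4 had a smaller response. TRIM31 changed by 1.42 in control cells and by 0.12 in 14-3-3σ-expressing cells, which was not a significant rise in the latter (adjusted p = 0.69 from limma). The other 3 were IL6, CXCL8 and GABRR3, a GABA receptor subunit (0.43 and -0.02). Another 14 had a larger response, among them TNFAIP3, which encodes the ubiquitin-editing enzyme A20, the kinase gene NUAK2 (2.28 and 2.86) and the immediate early genes EGR1 (1.02 and 1.66) and NR4A1 (1.07 and 1.55). TRIM31 and GABRR3 are named after their values were seen, and the rise of GABRR3 in control cells lost its call without the 0 min replicate 1 or 2 or the 90 min replicate 15 (adjusted p of up to 0.10). Over all 18404 genes, limma called 1 difference at 90 min, OR5AK2 (log2 -0.93), and 1251 at an unadjusted p under 0.05, and at 20 min it called 0 and 1180. The count at 90 min became 3 without the control 0 min replicate 1, OR5AK2 among them, and 0 without the control 0 min replicate 2, the control 20 min replicate 7 or 8, the control 90 min replicate 15, the 14-3-3σ 0 min replicate 5, the 14-3-3σ 20 min replicate 10 or 11 or the 14-3-3σ 90 min replicate 16 or 17. Without the control 90 min replicate 13 or the 14-3-3σ 0 min replicate 4 it stayed at 1, but the gene was TRIM31 and HSP90AA2P in turn and not OR5AK2. The 0 at 20 min became 3 without the 14-3-3σ 0 min replicate 4. On simulated data with 2 arrays per group, 82% of differences of 1 (log2) and 30% of differences of 0.5 were found. The simulation held 50 changed genes at each of 0.5, 1, 1.5 and 2 and gave 170 calls, which eases the adjusted threshold. With the 1 call in the data, fewer differences of these sizes would be found. The lack of calls over all genes is therefore weak evidence of equal responses. The smaller responses numbered 8 without the control 0 min replicate 2 and 1 without the control 20 min replicate 7 or 8, the control 90 min replicate 15, the 14-3-3σ 0 min replicate 5, the 14-3-3σ 20 min replicate 10 or 11 or the 14-3-3σ 90 min replicate 16 or 17. The larger responses numbered 7 without the control 0 min replicate 1, 8 without the control 0 min replicate 2 or the control 20 min replicate 7 or 8, 9 without the 14-3-3σ 20 min replicate 10 or 11, 5 and 6 without the control 90 min replicates 13 and 15, 2 without the 14-3-3σ 0 min replicate 5 or 90 min replicate 17 and 6 without its 90 min replicate 16. Over the induced genes the calls of TRIM31 and TNFAIP3 held without each array, those of IL6, CXCL8, GABRR3 and EGR1 ended without 9, 10, 11 and 9 of the 12 arrays in turn, that of NR4A1 without 6 and that of NUAK2 without 3. The 20 min arrays do not enter the differences at 90 min. Leaving one out changes only the estimate of the spread and the genes adjusted over. With the 20 min arrays as reference in place of those at 0 min, an alternative added after the values were seen, 0 smaller and 0 larger responses were called. The calls of TRIM31 and TNFAIP3 ended there too (adjusted p = 0.91 and 0.097 from limma). TRIM31 was not among the brighter genes tested alone. From the program induced in both types of cells in Figure 4A, the paper reasons that the pathway is intact. From the genes that responded less or not at all in 14-3-3σ-expressing cells, it proposes that 14-3-3σ controls a particular set of genes. It says the set may include genes that do not depend on NF-κB. It also reports qRT-PCR of selected genes of the set and a comparable signature in MDA-MB-231 cells. For part of the set it further gives NF-κB sites near the transcription start and lower levels after knockdown of p65. None of this further evidence was examined here.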

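IL6, an inflammatory cytokine (probe set 8131803), went from 6.25 ± 0.16 at 0 min to 7.98 ± 0.31 at 90 min in control cells (log2 values, SD, n = 2 arrays), a 3.30-fold rise with an adjusted p of 1.9e-04 from limma. In 14-3-3σ-expressing cells it went from 6.36 ± 0.27 to 7.08 ± 0.07 (SD, n = 2), a 1.64-fold change that did not pass the test (adjusted p = 0.054 from limma). Its means at 0 min lay below the lower quartile of the genes on every array (6.74 or more). Untreated IL6 may thus not be above background, and the fold changes are uncertain to that extent. CXCL8 (probe set 8095680), the gene of the neutrophil chemokine IL8, rose from 6.89 ± 0.07 to 8.69 ± 0.22 (SD, n = 2) in control cells, which is 3.47-fold (adjusted p = 1.6e-05 from limma). It rose from 6.93 ± 0.20 to 8.00 ± 0.05 (SD, n = 2) in 14-3-3σ-expressing cells, which is 2.10-fold (adjusted p = 7.4e-04 from limma). The response of 14-3-3σ-expressing cells minus that of control cells was log2 -1.01 for IL6 (standard error 0.23) and -0.72 for CXCL8 (standard error 0.17), with an adjusted p of 0.56 for each over all genes and of 0.038 and 0.046 over the 390 induced genes alone. The call over the induced genes held for IL6 only without the control 0 min replicate 2, the control 90 min replicate 13 or the 14-3-3σ 0 min replicate 4 and for CXCL8 only without the latter 2, and ended without each of the others in turn (adjusted p of up to 0.080 and 0.11). It also ended for both with all probe sets (0.073 and 0.078), with only the arrays compared (0.099 each) and against the 20 min arrays, an alternative added after the values were seen (0.70 and 0.88), and for IL6 after quantile normalization (0.058). Neither gene was among the brighter genes tested alone. Without the control 20 min replicate 7 or 8, which do not enter the differences between the responses, these stayed at -1.01 and -0.72. At 0 min neither gene differed between the pools at an adjusted p under 0.05 (differences of 0.11 and 0.04), and at 90 min both were lower in 14-3-3σ-expressing cells, by -0.90 and -0.69. TNFAIP1, which encodes an adaptor of a cullin ubiquitin ligase (probe set 8005847), changed by 0.23 in control cells (adjusted p = 0.22 from limma) and by 0.18 in 14-3-3σ-expressing cells (adjusted p = 0.23), neither past the test. Its level was lower in 14-3-3σ-expressing cells over the 3 times, by -0.35 (standard error 0.04, adjusted p = 1.3e-04 from limma). CSF2, the gene of GM-CSF, was not analysed here. The calls of the lower levels of IL6 and CXCL8 at 90 min ended without the control 90 min replicate 15 or the 14-3-3σ 90 min replicate 16, with an adjusted p of up to 0.068. The change of IL6 in 14-3-3σ-expressing cells passed limma's test without the control 0 min replicate 1 or 2 (adjusted p = 0.042), the control 90 min replicate 13 or 15 (0.029) or the 14-3-3σ 0 min replicate 5 (0.039).

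**Figure D2:**
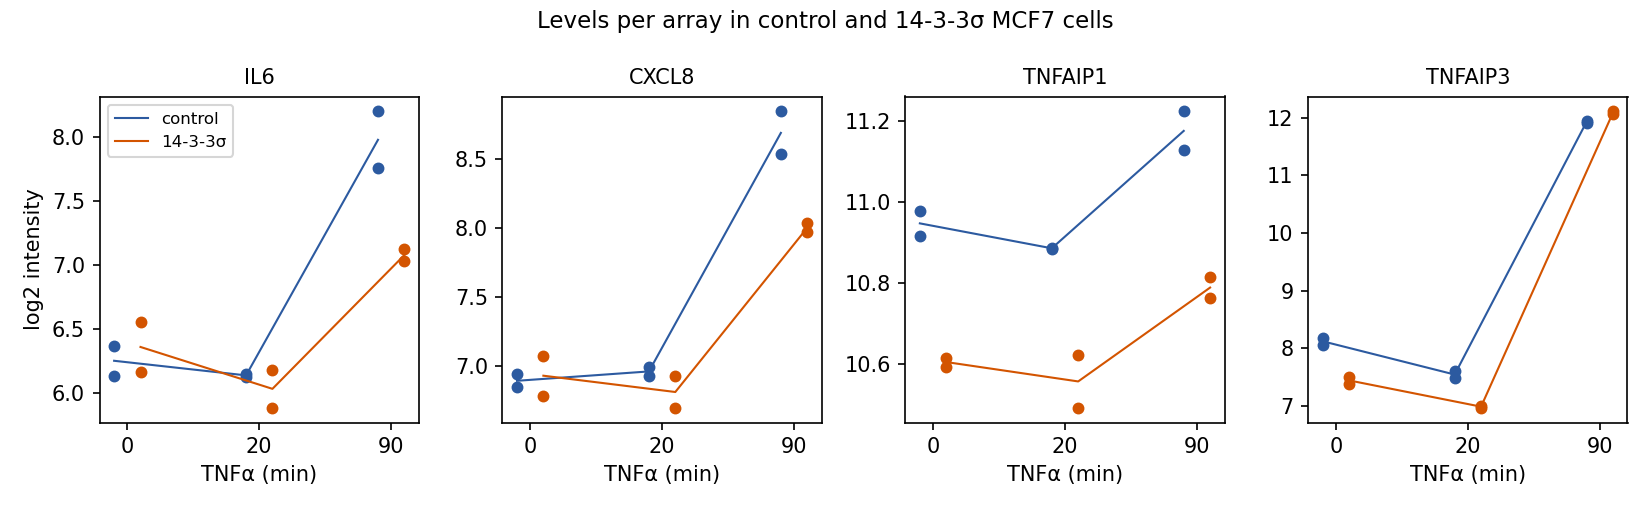
Log2 intensity (y axis, a separate range per gene) of IL6, CXCL8, TNFAIP1 and TNFAIP3 at 0, 20 and 90 min of TNFα (x axis) in control and 14-3-3σ-expressing MCF7 cells. Points are single arrays and lines join the means of 2 arrays. IL6 and CXCL8 start together and end higher in control cells, TNFAIP1 is lower in 14-3-3σ-expressing cells at each time, and TNFAIP3 starts lower in 14-3-3σ-expressing cells and ends at 12.09 against 11.93.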

The differential response of some randomly selected 1_2.1 genes was confirmed by qRT-PCR (Figure S6). A comparable 14-3-3σ-dependent signature was identified in MDA-MB-231 cells (Figure S7). Furthermore, several 1_2.1 genes contained multiple NF-κB sites that clustered close to the transcription start site (TSS) (Figure S8), suggesting that they are direct NF-κB targets. In this sense, we found that 36 out of 73 genes contained in the 1_2.1 group were significantly downregulated in p65-knockdown breast cancer cell experiments available from public databases (GSE 31912 and GSE30670) (data not shown).

**Figure 4:**
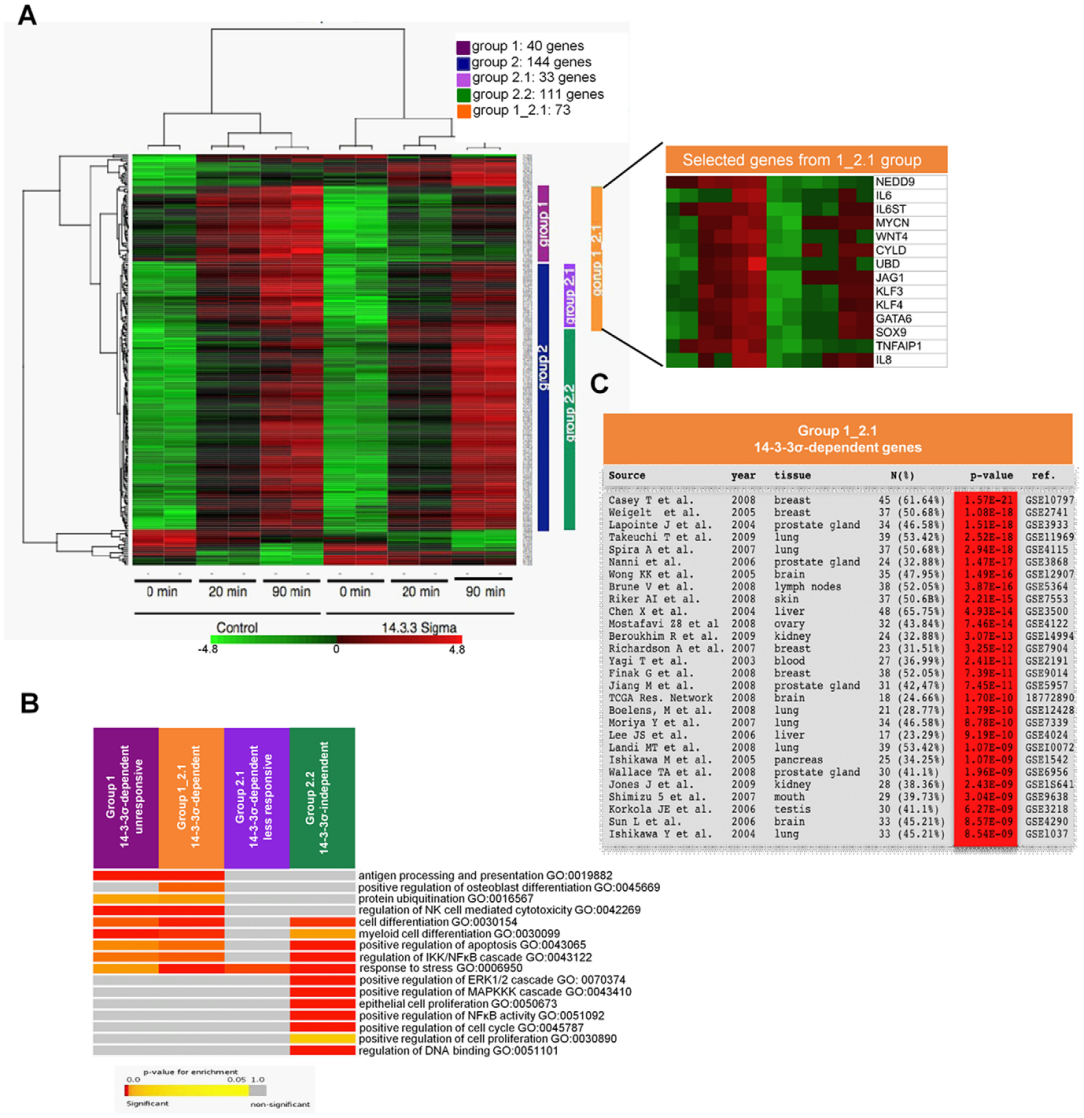
Ectopic expression of 14-3-3σ attenuates specific NF-κB-dependent activity in breast cancer cells. (A) Microarray expression analysis of MCF7 control or 14-3-3σ-expressing cells treated with TNFα at the indicated times. Group 1: genes induced by TNFα in control cells but not in 14-3-3σ-expressing MCF7 cells. Group 2: contains genes induced in both control and 14-3-3σ-expressing MCF7 cells, including differentially induced genes (group 2.1). A list including some of the genes identified in the 1_2.1 group (group 1 and 2.1) is shown in the right panel. (B) Selected Gene Ontology Biological Process terms in an enrichment analysis of 14-3-3σ-dependent and independent signatures. Colors towards red indicate significance; grey indicates no significant enrichment. (C) Enrichment analysis details of genes up-regulated in cancer samples of various experiments obtained using IntOGen software.

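At 20 min of TNFα, 16 genes were higher and 303 lower than at 0 min in control cells, and 31 were higher and 472 lower in 14-3-3σ-expressing cells (adjusted p under 0.05 from limma). The pools shared 159 of the lower genes (7.77 if the calls were independent) and 3 of the higher ones. CYP1A1, a target of the aryl hydrocarbon receptor, fell by 2.83 on the log2 scale in control cells and by 3.08 in 14-3-3σ-expressing cells, and TIPARP, another target, fell by 1.17 and by 1.30. NEDD9, which was higher at 90 than at 0 min in control cells, fell by 0.80 and by 1.13. Several further genes that rose at 90 min were lower at 20 min, among them TNFAIP3, which fell by 0.58 and by 0.45. The cytokine gene IL20 rose by 0.54 and by 1.15, the immediate early gene FOS by 0.42 (adjusted p = 0.048 from limma) and by 0.71, and the kinase gene SGK1 by 0.58 and by 0.69. The arrays at 20 min had the lower upper quartile, and after quantile normalization the calls were 26 higher and 102 lower in control cells and 85 higher and 140 lower in 14-3-3σ-expressing cells. The 319 genes called in control cells became 113 and 95 without the control 0 min replicates 1 and 2, 40 and 64 without the control 20 min replicates 7 and 8, 211 without the 14-3-3σ 20 min replicate 10 or 11 and 170 without the 14-3-3σ 90 min replicate 16 or 17. In 14-3-3σ-expressing cells the 503 became 861 and 53 without the 0 min replicates 4 and 5, 93 and 51 without the 20 min replicates 10 and 11, 254 without the 90 min replicate 16 or 17 and 281 without the control 20 min replicate 7 or 8. The fall of TNFAIP3 lost its limma call in control cells without the 20 min replicate 8 (adjusted p = 0.057), and in 14-3-3σ-expressing cells without the 0 min replicate 5 (0.15) or the 20 min replicate 10 (0.092) or 11 (0.097). The rise of FOS in control cells lost it without any array but the 14-3-3σ 0 min replicates 4 and 5 (up to 0.19). The rise of SGK1 lost it in control cells without the 0 min replicate 2 or either 20 min array (up to 0.17), and in 14-3-3σ-expressing cells without the 0 min replicate 5 or the 20 min replicate 10 (up to 0.053).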

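For 15 genes that the paper's text or the panel places in group 1_2.1 and that the arrays measured, the level over the 3 times was lower in 14-3-3σ-expressing cells in all 15, and 14 of these differences passed the test (adjusted p under 0.05 from limma; CYLD did not). The study chose these genes on the same arrays, so the count is not independent evidence of their direction. At 0 min, before TNFα, 13 of the 15 were lower and 7 passed the test, and at 90 min 14 were lower and 7 passed. IL6ST, the signal-transducing subunit of the IL6 receptor, was lower by log2 -0.80 at 0 min and -0.43 at 90 min. MYCN, a transcription factor of the MYC family, was lower by -0.44 and -0.47 and KLF4, a Krüppel-like factor, by -0.39 and -0.47. In control cells 13 of the 15 genes rose at 90 min, and in 14-3-3σ-expressing cells 11 did. The change was smaller in 14-3-3σ-expressing cells for 10 genes and larger for 5, and 0 of the differences had an adjusted p under 0.05 over all genes with limma. At an unadjusted p under 0.05 there were 4, with IL6 and CXCL8 smaller and TNFAIP3 and IL6ST larger in 14-3-3σ-expressing cells. SOX9 rose by 0.88 in control and 0.77 in 14-3-3σ-expressing cells, JAG1, a ligand of Notch receptors, by 0.52 and 0.55, and IL6ST by 0.47 and 0.84. WNT4 changed by 0.26 and 0.09 without passing the test. UBD, the ubiquitin-like modifier FAT10, rose by 1.95 and 1.98 on the probe set used, and by 0.61 and 0.04 on its other probe set. The rise of IL6ST in control cells lost its call without any of the control arrays at 0, 20 or 90 min, without either 14-3-3σ array at 0 min or at 90 min, with an adjusted p of up to 0.25, and at 90 min its lower level lost its call without any of the arrays at 90 min (up to 0.18). Lower MYCN lost its call without the 14-3-3σ replicate 5 at 0 min or 17 at 90 min or either control array at 90 min (up to 0.079). Lower KLF4 lost it without the control replicate 2 or 14-3-3σ replicate 4 at 0 min or any array at 90 min (up to 0.13). The rise of JAG1 in control cells lost it without the 0 min replicate 1 or the 90 min replicate 15 (up to 0.061). The rise of UBD lost it in control cells without the 0 min replicate 1, either 90 min array or either 14-3-3σ 20 min array (up to 0.16), and in 14-3-3σ-expressing cells without either 0 min array or the 90 min replicate 17 (up to 0.091).

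**Figure D3:**
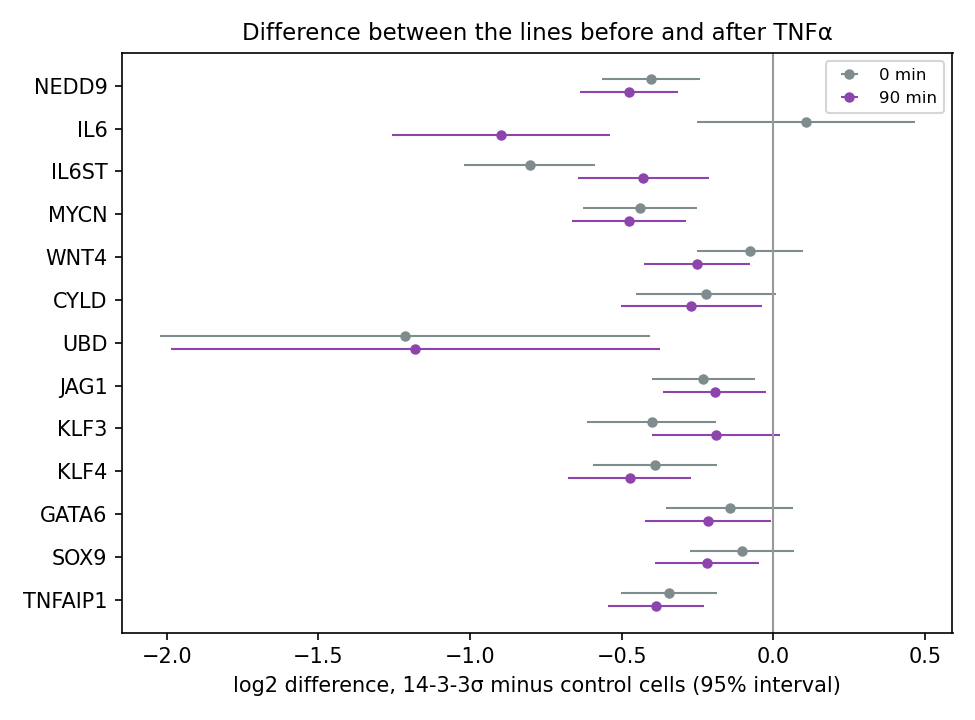
Difference in log2 intensity, 14-3-3σ-expressing minus control MCF7 cells, at 0 min and at 90 min of TNFα (x axis) for 13 genes of the panel (y axis). Points are differences between the means of 2 arrays per group and bars are 95% intervals from the limma fit. IL6 is near 0 at 0 min (0.11) and at -0.90 at 90 min, while NEDD9 (-0.40 and -0.48) and MYCN (-0.44 and -0.47) are similar at both times.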

To ask whether the genes in different groups are functionally related, we performed enrichment analysis with Gene Ontology terms in the four groups. 

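HLA-A, HLA-B, HLA-C, HLA-E, HLA-F, HLA-G and PDIA3 of the list of MHC class I antigen presentation had no probe set of a single gene symbol. They were left out here, so its counts do not cover the HLA genes. Of its 20 measured genes, 1 rose at 90 min of TNFα in each pool and none fell. It was TAP1, which changed by log2 0.71 in control and 0.95 in 14-3-3σ-expressing cells, while 2 rose in each pool when adjusted over the list alone. Of 35 ubiquitin ligases and deubiquitinases of inflammatory signaling, 6 rose in each pool and none fell (7 and 8 when adjusted over the list alone), among them SOCS1, a suppressor of cytokine signaling (0.74 in control cells). BIRC3 and TRAF2 of the ubiquitin list were left out for the same reason, as were BIRC3, TRAF2, RIPK1 and TAB1 of the list of TNF receptor and IKK signaling. Of the 19 measured genes of the latter, 3 rose in each pool and none fell (3 and 4 rose and 1 fell in 14-3-3σ-expressing cells when adjusted over the list alone). They were MAP3K8, a kinase upstream of ERK (1.64 and 1.72), TIFA, an adaptor of TRAF proteins (1.49 and 1.66), and BIRC2, the ubiquitin ligase cIAP1 (0.58 and 0.49). The rise of BIRC2 lost its call in control cells without the 0 min replicate 1 or 2 or the 90 min replicate 15 (adjusted p of up to 0.13), and in 14-3-3σ-expressing cells without any array of that pool at 0 or 90 min or either control array at 20 min (up to 0.23). Of 23 genes of MAP kinase feedback, 6 rose and none fell in control cells, and 5 rose and 1 fell in 14-3-3σ-expressing cells (8 rose in each pool and 4 and 5 fell when adjusted over the list alone). SPRY4, an inhibitor of receptor tyrosine kinase signaling, rose by 0.77 and 1.26. None of 44 cell cycle genes passed the test in either pool (1 fell in control cells when adjusted over the list alone). With camera the first 4 groups moved up at an adjusted p under 0.05 in both pools, and none did with an estimated correlation: the adjusted p became 0.24 and 0.22 for MHC class I, 0.29 and 0.11 for ubiquitin ligases and deubiquitinases, 0.14 and 0.069 for IKK signaling and 0.24 and 0.15 for MAP kinase feedback. For the cell cycle camera gave 0.34 and 0.10. Among the 5 genes of group 1_2.1 as classed here, Fisher's exact test found 2 cytokines and chemokines (CCL5 and CXCL8, adjusted p = 7.3e-04), 2 genes of migration and invasion (PLAU and NEDD9, adjusted p = 7.3e-04) and 1 of bone metastasis (CXCL8, adjusted p = 0.045). In the same exact test, the corresponding class from the F test of the 4 TNFα contrasts gave an adjusted p of 0.18 for each of these lists, and that from all genes gave 0.0025, 0.57 and 0.37, both choices added after the values were seen. With 5 genes, which became 2 without the control 0 min replicate 1 or 2, the control 20 min replicate 7 or the 14-3-3σ 90 min replicate 16, 3 without the control 90 min replicate 15 and 8 without the 14-3-3σ 0 min replicate 4, the lack of members of a list is not informative. Among the 74 genes of group 2.2 the exact test found 3 of MAP kinase feedback (adjusted p = 6.5e-04), 2 ubiquitin genes (0.022) and 2 of IKK signaling (0.0080). In the same exact test 1 was of MHC class I (adjusted p = 0.15) and 0 of the cell cycle, where 0.177 would be there by chance. The classes were tested against all genes tested and hold only genes that TNFα induced. A list with such genes is thus favored in any class, so these tests do not show dependence on 14-3-3σ.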

We found that genes belonging to groups 1 and 1_2.1 are enriched for genes involved in antigen processing and presentation, protein ubiquitination and regulation of IKK, while the 14-3-3-independent group 2.2 is enriched in genes involved in cell cycle and MAPKKK cascade among others. Moreover, all TNF-responder groups contained genes involved in NF-κB signaling.

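The inhibitors that NF-κB induces against itself rose in both pools. Of 13 measured feedback inhibitors, 8 rose at 90 min in control and 9 in 14-3-3σ-expressing cells and none fell (10 in each pool when adjusted over the list alone). NFKBIA, which encodes IκBα, rose by log2 1.10 in control and 1.44 in 14-3-3σ-expressing cells, NFKBIE by 1.36 and 1.42, and ZC3H12A, an RNase of inflammatory transcripts, by 1.09 and 1.03. The difference between the responses of NFKBIA did not pass the test (adjusted p = 0.66 from limma over all genes). Of the 5 NF-κB subunit genes, NFKB1 (0.60 and 0.84), NFKB2 (1.20 and 1.42), REL (0.74 and 0.66) and RELB (0.83 and 0.72) rose in both pools, the same 4 when adjusted over the list alone, and RELA, which encodes p65, changed by 0.04 in each pool without passing the test. Both groups moved up with camera in both pools, and still did with an estimated correlation, at an adjusted p of 9.3e-04 and 0.0013 for the inhibitors and 0.011 and 0.013 for the subunits. The rise of NFKB1 in control cells lost its call without the control 0 min replicate 1 or 2 or the control 90 min replicate 15, with an adjusted p of up to 0.14. For the difference between the responses of both pools neither group passed with an estimated correlation (adjusted p = 0.53 for the inhibitors and 0.60 for the subunits).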

We were also interested in assessing whether genes in 14-3-3σ-dependent signature (group 1_2.1) are miss-regulated in cancer cells compared to normal cells. For that we used sets of genes significantly upregulated in different cancer genomic experiments as obtained from IntOGen [34]. Briefly, IntOGen contains a collection of independent cancer genomic datasets from different tumor types, which are processed to identify genes altered in a significant number of samples. We found that genes in this group are significantly miss-regulated in different types of tumors including breast, lung, prostate gland, brain, skin, liver and others (Figure 4C).

### 14-3-3σ expression modulates breast cancer cell motility through NF-κB

GO enrichment analysis indicated that 1_2.1 genes were included in a restricted number of functional categories including apoptosis, antigen presentation, and stress responses among others. Thus, we analyzed whether 14-3-3σ expression affects specific biological processes in breast cancer cells. 

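Of 20 measured pro-apoptotic genes, 2 rose at 90 min of TNFα in control and 3 in 14-3-3σ-expressing cells and 1 fell in each (3 and 5 rose and 2 fell in each pool when adjusted over the list alone). TNFRSF10B, a death receptor for TRAIL, rose by log2 0.68 and 0.82 and PMAIP1, which encodes NOXA, by 0.73 and 0.86. BMF, another BH3-only protein, fell by 0.70 in control cells and by 0.88 in 14-3-3σ-expressing cells. Of 15 survival genes, 4 rose in each pool and none fell (4 and 5 rose and 1 fell in each when adjusted over the list alone), among them PIM1, a survival kinase (0.95 and 1.13), and SOD2, the mitochondrial superoxide dismutase (0.81 and 1.01). Of 27 targets of p53, 3 and 4 rose and none fell (7 and 8 rose and 1 fell in control cells when adjusted over the list alone), among them GADD45A (0.62 and 0.82). Of 29 stress and heat shock genes, SOD2 rose in both pools, and DDIT4 fell by 0.46 in 14-3-3σ-expressing cells (2 and 1 rose and 1 fell in each when adjusted over the list alone). HLA-DRA, HLA-DRB1 and CD74 of the list of MHC class II presentation had no probe set of a single gene symbol and were left out. None of its 10 measured genes passed the test in either pool, and when adjusted over the list alone 1 rose in each and 4 fell in 14-3-3σ-expressing cells. camera with its preset correlation called the survival genes and the targets of p53 in both pools, and neither with an estimated correlation (adjusted p = 0.24 and 0.077 for survival, 0.45 and 0.15 for p53). The same test called none of the pro-apoptotic, stress and MHC class II groups in either pool. In 14-3-3σ-expressing cells the pro-apoptotic genes had a median change of -0.0086 and a mean of 0.06, with camera's direction up, and the stress genes a median of -0.02 and a mean of 0.02, also with camera's direction up. In control cells the rise of TNFRSF10B lost its call without the 0 min replicate 1 (adjusted p of 0.059), that of PMAIP1 without the 90 min replicate 13 (0.053) and that of GADD45A without the 0 min replicate 2 or the 90 min replicate 15 (up to 0.053), and the fall of DDIT4 lost it without any 14-3-3σ array at 0 or 90 min (up to 0.17).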

By flow cytometry analysis, we found comparable proliferation or apoptotic ratios in control or 14-3-3σ-expressing cells (MCF7 or MDA-MB-231), untreated or treated with TNFα (Figure S9 and S10). In contrast, wound-healing experiments demonstrated that MDA-MB-231 cells expressing 14-3-3σ showed a reduced motility compared to the controls (Figure S11) that was comparable to cells treated with the NF-κB inhibitor BAY11-7082 (Figure S11 and S12). Conversely, TNFα promotes cell migration concomitant with nuclear p65 accumulation in the migratory cells (Figure S12). Similarly, NF-κB inhibition blocked the invasive capacity of MDA-MB-231 cells in trans-well assays (Figure S13). Next, we performed wound-healing experiments using control MCF10A cells and two pools of these cells stably expressing different shRNA against 14-3-3σ (#129 and #132). In these experiments, control shRNA-transduced MCF10A cells displayed very low migratory capacity. However, reduction of 14-3-3σ levels by shRNA was sufficient to induce cell migration (Figure S14).

These results suggest that 14-3-3σ regulates a specific transcriptional program, which in turn affects particular cellular capacities such as cell migration.

### Ectopic expression of 14-3-3σ reduces the metastatic capacities of MDA-MB-231 cells

To investigate whether 14-3-3σ affects the metastatic breast cancer phenotype in vivo, we transduced control (MT) or 14-3-3σ-expressing MDA-MB-231 cells with a luciferase reporter construct and injected them intracardiacally in nude mice (8 animals per group). Then, we measured the total tumor load and their spatial distribution by life imaging at different time points after injection (Figure 5A and 5B). We confirmed that all animals contained comparable tumor cells at day one after injection, however one week post injection outgrowths arising in the animals inoculated with 14-3-3σ expressing cells were significantly smaller compared with those injected with control cells (p = 0.007)(Figure 5B). Most of the metastatic lesions were localized in the bones, specifically in the tibia and in the femur and were histologically comparable between the groups, displaying a poorly differentiated phenotype, nuclear pleomorphism and high mitotic rate (Figure 5C). Interestingly, control cells generated a higher number of bone metastasis (8/16 legs, 50%) than cells expressing 14-3-3σ (5/16 legs, 31%), and IHC analysis of the bones at week 4, when animals were sacrificed, demonstrated that control tumors were bigger (Figure 5C) and showed significantly higher numbers of proliferating cells (Figure 5D, 5E and 5F).

**Figure 5:**
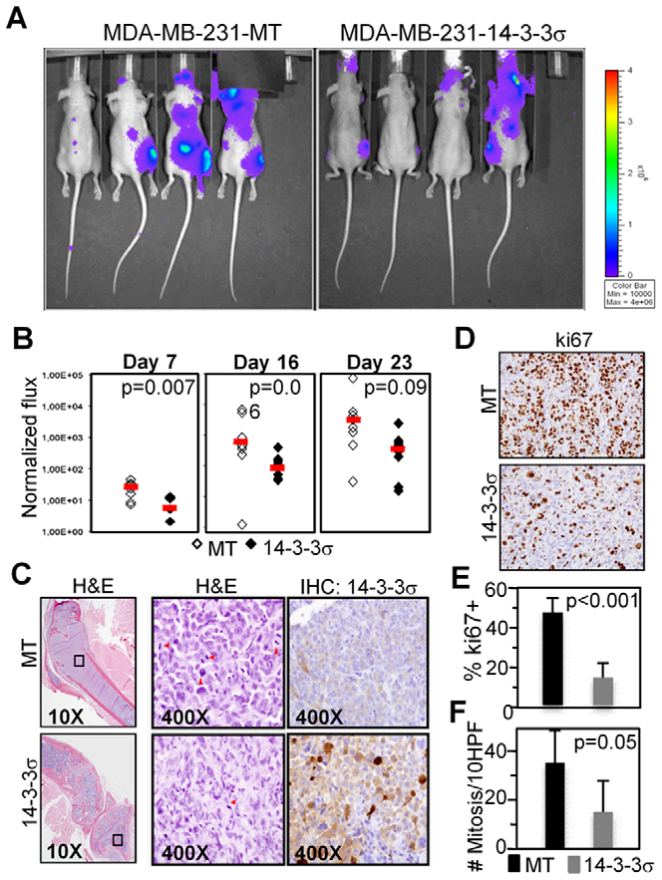
Re-expression of 14-3-3σ in MDA-MB-231 cells inhibits bone metastasis in vivo. (A) Representative bioluminescence images of mice injected with 0.5×10^6^ control or 14-3-3σ-overexpressing MDA-MB-231 cells 4 weeks after intracardiac injection. (B) Scattered plot of the dorsal photon flux (normalized to Day 0) at different times after injection. Each symbol represents one animal (C–D) H&E staining and IHC for 14-3-3σ (C) and IHC for ki-67 (D) of a representative bone-metastasis from a mouse injected with control (MT) or 14-3-3σ-expressing cells. (E–F) Quantification of cells expressing the proliferation marker ki-67 (E) and number of mitotic figures in the H&E staining (F) determined by counting 10 different high power fields per tumor (3 tumors counted for each group).

### Activation of NF-κB associates with absence of 14-3-3σ and poor prognosis in breast cancer patients

Finally, we examined whether 14-3-3σ levels in chemo-naïve early human breast tumors correlated with clinical outcome and NF-κB activation. We found that about 80% of the tumors analyzed were negative for 14-3-3σ expression, which was detected at different levels in the normal glands of the same samples (Figure 6A). However, absence of 14-3-3σ did not correlate with clinical outcome in our series of 96 patients (Figure 6B). Notably, we detected nuclear p65 in a total of 25 tumor samples (26%), being 24 of them negative for 14-3-3σ (Figures 6C), indicating that NF-κB activation associates with loss of 14-3-3σ in these tumors (p = 0.016) (Figure 6D). Importantly, NF-κB activation in the tumors was associated with reduced disease-free survival in the univariate analysis of the patients (Hazard ratio -HR- (95%CI): 3.68 (1.56 to 8.60), p = 0.001) (Figure 6E and Table 1). In the multivariate Cox regression analysis we found that nuclear p65 was an independent predictor when adjusted by the rest of significant factors on the univariate testing. NF-κB activation showed the highest risk for relapse compared to the tumor grade or the presence of infiltrated lymph nodes (p<0.001, Hazard Ratio of 8.89, 6.68 and 6.15, respectively) (Table 1). Analysis of breast cancer experiments containing both microarray expression and clinical data demonstrated that patients with tumors over-expressing the 14-3-3σ-dependent signature showed a poorer relapse-free survival compared with the rest of the patients (p = 0.00917)(Figure 6F) (experiment GSE12276) [35]. Together our data indicates that pro-tumorigenic effects of 14-3-3σ deletion in breast cancer are associated with its role as an NF-κB regulator.

**Figure 6:**
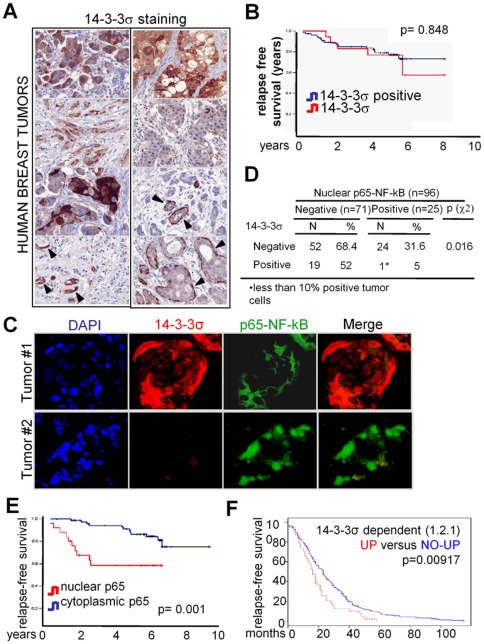
14-3-3σ-dependent NF-κB activity correlates with poor prognosis in breast cancer patients. (A) Representative tumors showing different patterns of 14-3-3σ expression, that was distributed both in cytoplasm and nucleus of tumor cells. Consistently, positive 14-3-3σ staining was observed in myoepithelial cells of normal ducts and ductal carcinoma *in situ* (arrowheads). (B and E) Kaplan-Meier curves depict cumulative disease-free survival of breast cancer patients stratified by the absence of 14-3-3σ (B) and by the presence of nuclear p65 (E). (C) Double IF of representative breast tumors showing that nuclear p65 distribution was restricted to the 14-3-3σ negative samples (D) Cross-tabulation of 14-3-3σ expression and NF-κB activation (as determined by nuclear p65) in the different tumors analyzed. (F) Kaplan-Meier curve depict relapse-free survival of breast cancer patients stratified by up-regulation of 14-3-3σ-dependent signature in the primary tumors.

**Table 1:** Relapse-free survival analysis.

	Univariate (n = 96)			Multivariate (n = 96)		
	HR	95% CI	P	HR	95% CI	P
Variable						
Age			0.269			
Premenopausal	1.00			-		
Postmenopausal	0.44	0.10 to 1.89		-		
Tumor size, mm			0.020			0.167
≤20	1.00			1.00		
21–50	3.85	1.47 to 10.07		2.41	0.80 to 7.25	
>50	1.77	0.35 to 8.81		1.74	0,73 to 7.54	
Tumor grade			0.007			0.024
I	1.00			1.00		
II	2.29	0.48 to 10.86		1.76	0.34 to 9.25	
II	7.02	1.56 to 31.46		6.68	1.15 to 38.75	
Lymph nodes			0.006			0.007
None	1.00			1.00		
1–3	1.22	0.39 to 3.80		0.63	0.19 to 2.17	
4–9	0.38	0.49 to 2.93		1.33	0.30 to 3.06	
>9	5.64	1.96 to 16.22		6.16	1.49 to 25.39	
Histology			0.603			
Ductal	1.00			-		
Lobular	0.91	0.54 to 2.51		-		
Others	1.01	0.32 to 2.74		-		
Hormonal receptor status			0.002			0.402
Negative	1.00			1.00		
Positive	0.27	0.11 to 0.62		0.63	0.22 to 1.84	
HER2 status			0.062			
Negative	1.00			-		
Positive	1.89	0.94 to 5.59		-		
Proliferation (Ki67)			0.022			0.057
Low proliferation	1.00			1.00		
High proliferation	2.71	1,15 to 6.34		2.88	0.97 to 8.56	
Adjuvant chemotherapy			0.396			
No	1.00			-		
Yes	0.68	0.28 to 1.64		-		
Adjuvant hormonotherapy			0.151			
No	1.00			-		
Yes	0.54	0,23 to 1.26		-		
p65-NF-kB			0.001			<0.001
Cytoplasmic expression	1.00			1.00		
Nuclear expression	3.68	1.56 to 8.60		8.89	2.99 to 26.39	

Abreviations: DFS, disease free survival; HR, hazard ratio; CI, confidence interval; HER2, human epidermal growth factor receptor 2.

Relapse free survival analysis of the group of patients that were studied for the presence of nuclear p65. Commonly used clinical predictors such as tumor grade and size, or the number of infiltrated lymph nodes were studied in comparison with the status of p65.

## Discussion

We have identified 14-3-3σ as a negative regulator of NF-κB in breast cancer and demonstrated that loss of 14-3-3 expression is directly associated with the capacity of breast cancer cells to metastasize.

Chronic NF-κB activation has been involved in many types of cancer, mostly associated with immune cell infiltration, which express pro-inflammatory cytokines that activate the pathway in the epithelial cells [16], [36], [37], [38]. In agreement with this, most of the tumor-related effects of NF-κB activation, for example in liver and intestine, are generally attenuated by specific abrogation of the pathway in the immune cells [39], [40]. Similarly, NF-κB activity in breast cancer metastasis are likely induced by infiltrating T-cells [16] in contrast to the cell autonomous activation of NF-κB downstream of Src [41], Her2 [42] or by mutation of p53 [43]. The convergence of different oncogenic pathways on NF-κB opens the possibility to specifically target this transcription factor or other elements of the pathway for therapeutical intervention in breast cancer, a strategy that is currently tested in patients with cancer-related bone metastases using proteasome inhibitors (18454159) or antibodies against RANKL [PMID 21060033, 17785705, 19237632] ([44].

We previously demonstrated the involvement of 14-3-3β and 14-3-3η proteins in p65 nuclear export after TNFα activation in HEK-293T cells [27]. We now showed that 14-3-3σ plays a non-redundant function in mammary cells facilitating p65 nuclear export, although we cannot exclude other mechanisms that affects intracellular distribution of p65. In agreement with this, activation of NF-κB was specifically found in human tumors lacking 14-3-3σ. Deletion of 14-3-3σ has been consistently associated with breast cancer as it plays tumor suppressor functions in this [45] and other types of cancer [46], [47]. We have now demonstrated that absence of 14-3-3σ expression by itself does not correlate with poorer clinical outcome, but it is absolutely required for NF-κB activation, which is intimately related with patient relapse and clinical outcome. This finding indicates that despite the important functions of 14-3-3 as a regulator of CDC25, p53, FOXO, raf-1 or mTOR among others, modulation of the NF-κB pathway is the link between loss of 14-3-3σ and breast cancer patient outcome. In addition, we have identified a specific signature downstream of TNFα that depends on 14-3-3σ including previously characterized NF-κB-target genes such as IL6, IL8, GM-CSF or A20. 

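TNFAIP3, which encodes A20 (probe set 8122265), an inhibitor that edits ubiquitin chains on NF-κB signaling proteins, was at 8.12 ± 0.09 (log2, SD, n = 2 arrays) in untreated control cells and at 7.45 ± 0.09 (SD, n = 2) in untreated 14-3-3σ-expressing cells, a difference of -0.68 (standard error 0.08, adjusted p = 3.0e-04 from limma). At 90 min of TNFα it was at 11.93 ± 0.02 (SD, n = 2) and 12.09 ± 0.03 (SD, n = 2), a difference of 0.16 that did not pass the test (adjusted p = 0.33 from limma). It rose 14.0-fold in control and 24.9-fold in 14-3-3σ-expressing cells. The response was larger in 14-3-3σ-expressing cells by 0.84 (log2, standard error 0.11), with an adjusted p of 0.090 over all genes and 0.0038 over the 390 induced genes alone. Over all genes this difference passed after quantile normalization, after centring the arrays on their medians, with only the brighter genes, with a trended and robust prior and with a residual component as covariate. It did not pass with all probe sets (adjusted p = 0.32), array weights (0.088), only the arrays compared (0.75) or against the 20 min arrays (0.75), an alternative added after the values were seen, or without any of the 12 arrays in turn (up to 0.56). Over the induced genes the call held without each array (up to 0.015) and ended against the 20 min arrays (0.097).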

The mechanisms underlying this gene specificity are still unknown but it could be related with the presence of specific histone modifications in the promoter of these genes [48]. Moreover, since TNFα activates other pathways such as JNK or the caspase cascade [49], we cannot exclude that 14-3-3σ-dependent signature includes some NF-κB-independent genes. In any case, 14-3-3σ-regulated genes affect the acquisition of specific capacities such as cell migration and bone metastasis in vivo, and its over-expression correlates with disease-free survival in breast cancer patients.

Considering the current availability of high throughput sequencing technology in clinical practice, our results are of critical importance for future stratification of breast cancer patients for personalized treatments.

## Materials and Methods

### Ethics Statement

Human tissue samples were obtained from the archive of The Pathology Department of Hospital del Mar with the approval of the Bank Tumor Committee, according to the Spanish Ethical regulations. This study was approved by the local Ethics Board (Clinical Research Ethical Committee of the Parc de Salut Mar, CEIC-IMAS2009/3515/) and followed the guidelines of the Declaration of Helsinki and patient identity of the pathological specimens remained anonymous in the context of this study. Informed written consent was obtained from all subjects.

All animal work has been performed at IRB, Parc Científic, Barcelona and followed the protocols approved by the Animal Care and Use Committee from Parc Científic de Barcelona. Decree 214/1997 regulates the use of animals for research. Along these lines the Autonomous Government of Catalonia approved the Animal Welfare Committee of the Parc Científic de Barcelona, responsible for evaluating activities undertaken in the centre.

### Cell lines and cultures

Seven human breast cancer cell lines (MDA-MB-231, MDA-MB-453, MDA-MB-468, SK-BR-3, BT-474, MCF-7 and T47D), a human cervical cancer cell line (HeLa) and a mammary epithelial one as control (MCF-10A) were purchased from the American Type Culture Collection and cultured at 37°C with 5% CO2 in DMEM (MDA-MB-231, MDA-MB-453, MDA-MB-468, BT-474, SK-BR-3, MCF-7, 2 supplemented with 10% fetal bovine serum. For BT-474, insulin (0.01 mg/ml) was added. Line MCF-10A was cultured in MEMB Basal Medium (Clonetics, cat. No. CC-3151) supplemented with MEGM Singlequots (Clonetics, cat. No. CC-4136): 2 ml BPE, 500 ng/ml hydrocortisone, 10 ng/ml hEGF and 5 mg/ml insulin. Cell lines were transfected using PPEI (PolySciences).

### Antibodies and Reagents

Anti p65 (sc-109 and sc-372), p50 (sc-7178), IκBα (sc-371), PAN-14-3-3 (sc-629), 14-3-3β (sc-17288) and 14-3-3σ (sc-7681 and sc-7683) were from Santa Cruz. α-α-tubulin was from Sigma, and α-ki67 from Novocastra. Secondary HRP-conjugated antibodies were from DAKO and fluorescein-conjugated secondary antibodies from Molecular Probes. BAY11-7082 (Calbiochem) was used at 100 µM and BAY65-5811 is a gift from Bayer. TNFα from Preprotech was used at 40 ng/ml.

### Pull-down Assays

PD assays were performed as previously described [50], Briefly, GST fusion proteins were purified and incubated with cell lysates for 45 min in a rotary shaker at 4°C. Precipitates were washed and analyzed by western blot.

### Subcellular fractionation and western blotting

For cytoplasm-nuclear separations, cells were lysed in 10 mM HEPES, 1.5 mM MgCl2, 10 mM KCl, 0.05%NP40 at pH 7.9, 10 min on ice and centrifuged at 3.000 rpm. Supernatants were recovered as cytoplasmic fraction and the pellets lysed in 5 mM HEPES, 1.5 mM MgCl2, 0.2 mM EDTA, 0.5 mM DTT and 26% glycerol and sonicated 5 min three times to recover the soluble nuclear fractions. Protein lysates were run in SDS/PAGE and transferred to immobilon-P transfer membranes (Millipore). Membranes were blocked with 4% dehydrated milk and blotted with the indicated antibodies O/N at 4°C. Secondary HRP-linked secondary antibodies were developed using the ECL system from Amersham.

### Coimmunoprecipitation assays

Precipitations were performed in 500 µl of PBS containing 0.5% Triton X-100, 1 mM EDTA, 100 µM sodium orthovanadate, 0.2 mM PMSF, 20 mM β-glycerophosphate and complete protease inhibitor cocktail (Roche). Lysates were incubated for 2 hours at 4°C with primary antibodies coupled to Protein A-Sepharose beads, washed and analyzed by western blot.

### Immunofluorescence

Cells were fixed in 4% paraformaldehyde and permeabilized with 0.3% Triton X-100 and 4% non-fat dry milk in PBS. Primary antibodies were incubated overnight and secondary antibodies for 90 min. Slides were mounted in Vectashield with DAPI (Vector) and visualized in an Olympus BX61. Images were analyzed using the Cell̂B Software from Olympus.

### Immunohistochemistry (IHC)

Paraffin-embedded 4 µm sections were kept one hour at 60°C and re-hydrated. Antigen retrieval was done in citrate buffer (pH 6.0) at 80°C, and primary antibodies were incubated overnight at 4°C. Samples were washed in ChemMate buffer solution and developed with Envision signal detection system (DAKO). Two investigators, blinded to clinical data, scored each sample, for nuclear p65 and 14-3-3σ staining. Concordance between investigators was higher than 95%.

### Electrophoretic mobility shift assay (EMSA)

Nuclear extracts were prepared as described [51]. Briefly, 3 µg of the indicated nuclear extracts were incubated with labeled double-stranded κB-binding consensus oligonucleotide (5-AGTTGAGGGGACTTTCCCAGGC-3) 15 min at room temperature in a final volume of 20 µL. Samples were run in 0.5% tris–borate–EDTA buffer on non-denaturating 4% polyacrylamide gels, which were vacuum-dried and subjected to autoradiography. Densitometric analysis of the bands was performed using the Adobe Photoshop CS4 software.

### qRT-PCR

Total RNA was isolated using RNeasy kit (Qiagen) and cDNA was obtained with RT-First Strand cDNA Synthesis kit (Amersham). qRT-PCR was performed in LightCycler 480 system sing SYBR Green I master kit (Roche).

### Microarray experiment

Control or 14-3-3σ-reconstituted MCF7 cells were incubated with TNFa for 0, 20 and 90 min in two independent experiments. RNA was obtained and RNA integrity assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). All samples had an RNA integrity number (RIN)≥8.5. Amplification, labeling and hybridizations were performed according to protocols from Ambion and Affymetrix. Briefly, 250 ng of total RNA were amplified using the Ambion® WT Expression Kit (Ambion/Applied Biosystems, Foster City, CA, USA), labeled using the WT Terminal Labeling Kit (Affymetrix Inc., Santa Clara, CA, USA), and then hybridized to Human Gene 1.0 ST Array (Affymetrix) in a GeneChip® Hybridization Oven 640. Washing and scanning were performed using the Hybridization Wash and Stain Kit and the GeneChip® System of Affymetrix (GeneChip® Fluidics Station 450 and GeneChip® Scanner 3000 7G).

### Microarray data processing

Microarray data was processed with R statistical framework [52]. Aroma.affymetrix [53], corpcor [54] and Limma [55] packages were used to preprocess, batch adjust and determine the top 220 most differentially expressed genes across conditions with an adjusted p-value (False Discovery Rate, FDR) <0.05 [56]. The analysis was designed to identify genes that were induced by TNFα in control cells but not in 14-3-3σ-expressing MCF7 cells (group 1); genes induced in both control and 14-3-3σ-expressing MCF7 cells (group 2) including genes that were differentially induced in control and 14-3-3σ-expressing MCF7 cells (group 2.1). Groups 1 and 2.1 were included as 1_2.1 in subsequent analysis. Values represented for each probe set correspond to standard deviations after mean-centering the values in each row. Hierarchical clustering was performed on samples and also on the 220 most differentially expressed genes using Pearson correlation as distance measure and the average method, and the obtained clusters were used to generate the groups of genes for further analysis.

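The 220 genes were also clustered with Pearson correlation and average linkage into 10 clusters, the number chosen before the data were examined. The largest held 91 genes with a mean difference between the pools at 0 min of log2 -1.22 and mean changes at 90 min of 0.01 in control and 0.08 in 14-3-3σ-expressing cells. A cluster of 64 genes held most of the induced genes, with mean changes at 90 min of 1.39 in control and 1.53 in 14-3-3σ-expressing cells, and a cluster of 10 genes changed by 0.73 and 0.74 and differed by -0.68 at 0 min. By the rule set beforehand, that a positive mean change in control cells be more than 2 times that in 14-3-3σ-expressing cells, 0 genes lay in a 14-3-3σ-dependent cluster. The first split of the arrays followed the cell pool. Of the 220 genes, 188 differed between the pools over the 3 times and 111 changed with TNFα in at least 1 contrast at an adjusted p under 0.05 from limma. Standing differences between the pools do not enter an F test of the 4 TNFα contrasts alone, which was added after the values were seen. Of its top 220 genes, 140 were induced in both pools, none of them with a smaller response in 14-3-3σ-expressing cells, 9 in control cells alone, IL6 among them, and 14 in 14-3-3σ-expressing cells alone. None of their 10 clusters met the same rule, and their arrays did not split first by pool.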

### Functional enrichment analysis of 14-3-3σ gene signatures

We performed enrichment analysis (EA) of the different groups (see microarray data processing) with Gene Ontology terms. This analysis reveals the enrichment of a particular functional term in a group of genes. The EA was done with binomial test using Gitools [57], a statistical framework for the analysis and visualization of genomics data. The annotation of genes to corresponding Gene Ontology Biological Process, Cell Location and Molecular Function terms were downloaded from Ensembl version 60 [58] using Gitools importer. The p-values resulting from the binomial test were adjusted for multiple testing using the Benjamini and Hochberg's method of FDR and we set the cut-off for significance at a 0.05 of the corrected p-value. Results are represented in a heat-map of p-values where colors towards red indicate significance and grey indicates no significant enrichment.

### 14.3.3σ dependent signature up-regulation in cancer gene modules

To test whether genes in the 14-3-3σ-dependent signature (group 1_2.1) are enriched in cancer samples, we used sets of genes significantly upregulated in different cancer genomic experiments as obtained from IntOGen [34]. Briefly, IntOGen contains a collection of independent cancer genomic datasets from different tumor types, which are processed to identify genes altered in a significant number of samples. Enrichment analysis was performed with Gitools as explained above.

### Relapse-free survival analysis

To test whether expression of genes in the 14-3-3σ dependent signature correlates with tumor relapse we used Sample Level Enrichment Analysis (SLEA) as described in Gundem and Lopez-Bigas 2012 [53] with a dataset containing 204 primary tumors from breast cancer patients with known site of relapse (GEO id GSE12276, [35]. Briefly, SLEA assesses the transcriptional status of a set of genes in each sample using Z-score test (see [53] for details), the result is a Z-score per sample indicating the transcriptional status of the gene set in each sample. High Z-scores indicate that the set of genes tend to have high expression, low Z-scores indicate that the set of genes tend to have low expression and Z-scores around 0 indicate that they do not show a clear tendency to be misregulated in any direction. We used the Z-score to stratify the 204 samples according to the expression levels of genes in 14-3-3σ dependent signature and generated two groups: samples with significant up-regulation of 14-3-3σ dependent signature (n = 38) and the rest of samples (n = 166). Analysis of the relapse-free survival of patients in the two groups was performed using R Bioconductor survival package [52], [59].

### Metastasis Assay in nude mice

A cell suspension of 0.5×10^6^ MDA-MB-231 breast cancer cells was injected in the left cardiac ventricle of anesthetized 6–7-week-old nude mice. Tumor development was monitored by weekly bioluminescence imaging using the IVIS-200 imaging system from Xenogen [60]. Bone metastatic lesions were localized by ex vivo bioluminescence imaging and confirmed by histological analysis after necropsy. Bones were decalcified, fixed and processed for histological analysis (Hematoxylin & Eosin staining, H&E) and IHC. All animal work followed the protocols approved by the Animal Care and Use Committee of the Barcelona Science Parc.

### Computational promoter analysis

Presence of NF-κB binding sites in the promoters of interest (from −3000 bp to +100 bp to the transcription start site (TSS)) was predicted using the Genomatix software.

## Supporting Information

Figure S1 **Immunofluorescence with specific α-p65-NF-κB antibody (sc-109) of wildtype and p65-deficient mouse embryonic fibroblasts incubated with TNFα at the indicated times.**
(TIF)

Figure S2 **(A, B) Western blot analysis of IκBα expression in the indicated cell lines untreated or treated with TNFα.**
(TIF)

Figure S3 **(A) Immunofluorescence with specific α-p65-NF-κB antibody of MDA-MB-231 control or 14-3-3σ-expressing (clone#34) cells incubated with TNFα at the indicated times.** (B) Quantification of p65-NF-κB subcellular distribution determined by Immunofluorescence in one representative of three independent experiments: cytoplasmic: homogenous or cytoplasmic staining and nuclear: preferentially nuclear distribution. (C) Western blot analysis of 14-3-3σ expression in different cell clones.
(TIF)

Figure S4 **(A) Immunofluorescence (upper panel) and western blot analysis (lower panel) of 14-3-3σ expression in MCF7 cells carrying a doxycycline-inducible construct, untreated or treated with doxycycline for 16 h.** (B) Quantification of p65-NF-κB subcellular distribution in these cells in one representative experiments (from three independent experiments): cytoplasmic: homogenous or cytoplasmic staining and nuclear: preferentially nuclear distribution.
(TIF)

Figure S5 **List of genes included in groups 1 and 2.1.**
(TIF)

Figure S6 **Quantitative PCR analysis of MCF7 cells carrying a doxycycline-inducible 14-3-3σ construct to confirm the effects in the TNFα-dependent expression of randomly selected genes from 1.2.1 group.**
(TIF)

Figure S7 **Quantitative PCR analysis of randomly selected genes from 1.2.1 group in control or 14-3-3σ-expressing MDA-MB-231 cells.**
(TIF)

Figure S8 **Analysis of gene promoters using the Genomatix software to determine the presence of NF-κB binding sites in the selected 14-3-3σ-dependent genes.**
(TIF)

Figure S9 **Cell-cycle profiles (A) and apoptotic ratios as determined by AnexinV-binding (B) on control and 14-3-3σ-expressing MCF7 cells.**
(TIF)

Figure S10 **Cell-cycle profiles (A) and apoptotic ratios as determined by AnexinV-binding (B) on control and different 14-3-3σ-expressing MDA-MB-231 cell clones.**
(TIF)

Figure S11 **Wound-healing assay using control or 14-3-3σ-expressing MDA-MB-231 cells. Specific IKK inhibitor BAY11-7082 was used to inhibit NF-κB activity.**
(TIF)

Figure S12 **Representative wound-healing assay using MDA-MB-231 and MCF7 cells untreated or treated with the IKK inhibitor BAY11-7082 or with TNFα at the beginning of the experiment.** Immunofluorescence with α-p65-NF-κB antibody showing nuclear p65-NF-κB translocation in the migrating cells (right panel).
(TIF)

Figure S13 **Effects of blocking NF-κB activity with two different IKK inhibitors (BAY11-7082 and BAY65-5811) on the migratory capacity of MDA-MB-231 cells in transwell experiments.**
(TIF)

Figure S14 **Wound-healing assay using control MCF10A cells or cells transduced with different shRNA against 14-3-3σ.**
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

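RNA from MCF7 cells stably carrying the myc-14-3-3σ construct or the control vector, treated with TNFα for 0, 20 or 90 min, was measured on 12 Affymetrix Human Gene 1.0 ST arrays, 2 for each of the 6 groups. The log2 values were deposited by the authors, who summarized the probes of each transcript with RMA. The paper's methods name Aroma.affymetrix for preprocessing, corpcor for a batch adjustment and limma for the tests. Whether the deposited values include the batch adjustment is not stated in the paper's text or the sample labels, and no versions are given. The groups were taken from the sample labels, which number the samples without saying which arrays shared an experiment, so no experiment could enter the model.

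Of 32321 probe sets, 19158 carried exactly 1 gene symbol, 1388 several and 11775 none. The brightest probe set over the 12 arrays was used for each of 18404 genes, and the deposited values were not normalized again. Array medians ran from 7.56 to 7.73. limma 3.58.1 in R 4.3.3 was fitted with 6 group means (lmFit and eBayes, 6 residual and 4.86 prior degrees of freedom). The contrasts were 20 and 90 against 0 min within each cell pool, 14-3-3σ-expressing against control cells at each time and over the 3 times, 90 against 0 min over both pools, and the difference between the responses of both pools at 20 and 90 min. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision: the median standard error was 0.053 for the difference between the pools over the 3 times.

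The moderated F test over the 6 conditions gave the top 220 genes, the number the paper's methods give, which were classed from the limma calls into genes induced in control cells alone, in both pools and in 14-3-3σ-expressing cells alone. The paper formed its groups by clustering, and hierarchical clustering of the 220 genes into 10 clusters was an alternative. Also, 25 gene lists were written from general knowledge: NF-κB feedback inhibitors, NF-κB subunits, TNF receptor and IKK signaling, cytokines and chemokines, immediate early genes, MAP kinase feedback, MHC class I and class II antigen presentation, ubiquitin ligases and deubiquitinases, survival, pro-apoptotic, interferon response, cell cycle, p53 targets, FOXO targets, 14-3-3 family, migration and invasion, bone metastasis, estrogen response, stress and heat shock, Notch pathway, and luminal, basal, fibroblast and leukocyte markers. The lists were tested with camera (preset correlation 0.01, and an estimated correlation), with fry and, for the classes, with Fisher's exact test against all genes tested, adjusted over the lists. Members without a probe set of a single symbol were left out.

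The genes named are those the paper names in its text or in the right panel of Figure 4A, up to 10 with the largest rise and up to 10 with the largest fall per comparison among those past the threshold whose arrays do not overlap, and up to 4 per list and comparison. Others are said to be chosen after their values were seen. Of 248 named genes, 15 had several probe sets. The alternatives chosen beforehand were quantile normalization, centring of the arrays on their medians, brighter genes alone, all probe sets, a trended and robust prior, array weights, a residual component as covariate, a fit of the arrays compared alone, a minimum of 1.5-fold, clustering and leaving out each array in turn. In comparing alternatives, a value that passed the test in neither setting counts as kept even where its sign changed. Tested on simulated data of the same design, the 90 min contrast in control cells found 62% of changes of 0.5 and 96% of changes of 1 (log2), with 5.29% false calls, and the difference between the responses had 8.82% false calls. Figures were drawn with matplotlib 3.10.9.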

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

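The tests of the patterns at 20 and 90 min were chosen after the results were seen.

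OR5AK2, an olfactory receptor gene, had responses at 90 min that differed between the pools, by log2 -0.93, the value that singled it out (adjusted p = 0.039 from limma over all genes). It rose by 0.42 in control cells and fell by 0.51 in 14-3-3σ-expressing cells, with a difference of 0.76 between the pools at 0 min. Its group means of 4.88 to 5.63 lay below the lower quartile of the genes on every array (6.74 or more), so it may not be above background. The call ended without each array but the control 0 min replicate 1, with an adjusted p of up to 0.40, and the rise in control cells ended without the control 0 min replicate 2 or 90 min replicate 13 or 15 (up to 0.10).

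Several signals lie in data that the paper does not discuss. At 20 min the cytokine gene IL20 was higher by log2 0.54 in control cells and by 1.15 in 14-3-3σ-expressing cells, and CYP1A1, which encodes a cytochrome P450 enzyme, changed by -2.83 and -3.08. Over the 3 times KCNK2, a potassium channel gene, differed by 2.21 and JAKMIP2, which encodes a microtubule-associated protein, by -2.46, 14-3-3σ-expressing minus control cells. In the 4 series of 6 arrays tested for a single array apart from the others, none was found.

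The first pattern weighed is at 20 min, where 1013 genes that were higher at 90 min than the mean of 0 and 20 min had a median change of -0.14 in each pool, below the medians of all 1000 random lists matched for size and mean level, with 746 lower in both. Over all 18404 genes the medians were -0.05 in control and -0.09 in 14-3-3σ-expressing cells, with 9416 lower in both. With quantile normalization 523 of the 1013 genes and 5774 of all genes were lower in both. After quantile normalization the median in control cells was -0.0596, still below the lowest random list (-0.0093). The 1013 genes were chosen on the values before that normalization, however. A gene that is low at 20 min for any reason passes their choice more easily. A negative median is thus favored, and the random lists do not share this. Whether scaling between the arrays is the whole cause, or part of it, is therefore not decided. An exchange of the labels for 0 and 20 min could give the median of -0.142, but it needs FOS to be lower in the arrays labelled 20 min, and FOS was higher there, by 0.42 in control cells (adjusted p = 0.048, lost without any array but the 14-3-3σ 0 min replicates 4 and 5, up to 0.19) and by 0.71 in 14-3-3σ-expressing cells (adjusted p = 0.0045). IL20 and SGK1 were higher in both pools as well, which goes against an exchange. The immediate early genes EGR1 (-0.54 in control and -0.40 in 14-3-3σ-expressing cells), JUN (-0.35 and -0.20) and ZFP36 (-0.27 and -0.44) were lower in both, which goes with it. These single genes were chosen after their values were seen, point both ways and do not exclude an exchange. The intermediate levels at 20 min in Figure 4A go with an exchange. Handling of the cells before harvest may also contribute, since 7 targets of the aryl hydrocarbon receptor had a median of -0.460, which cannot be told apart from an effect of TNFα because each time had its own arrays, and a brief fall in these transcripts stays open as untested. All labels were used as deposited.

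The second pattern weighed is the lower level at 90 min, in 14-3-3σ-expressing cells, of 24 genes that TNFα induced in control cells. A weaker response as the whole cause is argued against, since at 0 min, on other arrays, the genes already had a median difference of -0.393. A standing difference between the cell pools goes with 14 of the 24 being lower at 0 min at an adjusted p under 0.05. This share is smaller than among all 567 genes lower at 90 min, of which 467 were also lower at 0 min, so it does not set the 24 apart. Of the 24, 5 had a smaller response when adjusted over these genes alone, so a weaker response stays open for part of them. Choice of the genes by the control arrays stays open too: over the 390 genes chosen by both pools the median difference of the responses was 0.0811. Whether 14-3-3σ itself or another difference between the pools lowers these genes cannot be told apart here, as there is a single pool of each kind.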

How the results depend on the processing

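Alternatives marked as added were chosen after the results were seen, and all others before. No paired analysis was possible because the labels number the samples without shared replicate numbers. The lone array of a group in a leave-one-out fit is assumed to vary like the other groups. Counts are of genes at an adjusted p under 0.05 from limma, and for each count that moved the cause was not tested, apart from a minimum of 1.5-fold, which removes genes by construction.

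The level of SFN kept its direction and call in both alternatives (0.85 to 0.86) and without each array (0.85 to 0.89). The median difference of the responses of the induced genes stayed positive in 9 of 9 alternatives (0.03 to 0.09) and without each array (0.02 to 0.12). The count of responses that differed at 20 min stayed at 0 in 9 of 9 alternatives, with 1180 genes at an unadjusted p under 0.05 from limma.

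Genes changed at 20 min numbered 319 in control cells and 503 in 14-3-3σ-expressing cells. They became 128 and 225 after quantile normalization, 126 and 145 with arrays centred on their medians, 1031 and 1186 with brighter genes alone, 134 and 204 with all probe sets, 994 and 1184 with a trended and robust prior, 193 and 183 with array weights, 494 and 1018 with a residual component as covariate, 36 and 87 with only the arrays compared and 74 and 91 at 1.5-fold or more. Genes changed at 90 min (298 and 363) became 168 and 221 with all probe sets, 472 and 566 with a trended and robust prior, 56 and 136 with only the arrays compared, 145 and 161 at 1.5-fold or more, and 578 and 775 against the 20 min arrays (added), and in 14-3-3σ-expressing cells 784 with a residual component.

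Genes that differed between the pools at 0 min (1637) became 950 with all probe sets, 954 with array weights, 2697 with a residual component, 271 with only the arrays compared and 383 at 1.5-fold or more. At 20 min (1343) they became 716 with all probe sets, 2129 with a trended and robust prior and 342 at 1.5-fold or more. At 90 min (1110) they became 670, 1680 and 334 under the same 3 alternatives and 720 with only the arrays compared. Over the 3 times (3942) they became 317 at 1.5-fold or more and 2417 without the 20 min arrays (added).

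Responses that differed at 90 min (1 gene) numbered 2 after quantile normalization or centring, 3 with a trended and robust prior or a residual component and 0 with all probe sets, only the arrays compared or against the 20 min arrays (added), where limma called 1251 at an unadjusted p under 0.05 in the fit as reported. Genes induced over both pools (390) became 140 at 1.5-fold or more and 2391 against the 20 min arrays (added). The smaller and larger responses among them (4 and 14) became 0 and 8 with brighter genes alone, 1 and 7 with all probe sets, 1 and 2 with only the arrays compared and 0 and 0 against the 20 min arrays (added).

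Genes that differed across the 6 conditions (4241) became 1362 at 1.5-fold or more and 1415 in the F test of the 4 TNFα contrasts (added). The 5 genes of classes 1 and 2.1 became 1 with all probe sets, 8 with a trended and robust prior, 0 by clustering, 9 in the F test of the 4 TNFα contrasts (added) and 49 with all genes classed (added).

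When each array was left out in turn, the counts ran from 40 (without the control 20 min replicate 7) to 300 for control cells at 20 min, from 173 to 299 at 90 min, from 51 to 861 for 14-3-3σ-expressing cells at 20 min and from 173 to 490 at 90 min. Differences between the pools ran from 705 to 1915 at 0 min, from 458 to 1290 at 20 min, from 487 to 1106 at 90 min and from 3034 to 4072 over the 3 times. At 20 min they fell by more than 1.5 times without the control replicate 7 (458) and the 14-3-3σ replicates 10 (617) and 11 (892). Responses that differed ran from 0 to 3 at each time, genes induced over both pools from 283 to 424, smaller responses from 1 to 8, larger responses from 2 to 11, genes across the 6 conditions from 2786 to 4474 and classes 1 and 2.1 from 2 to 8.

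For named genes, 15154 of 16852 comparisons over 842 values kept direction and side of the threshold, 1612 lost the call, 67 gained it and 19 reversed. All 19 reversed against the 20 min arrays (added): CYP1A1 became 1.91 in control cells, 2.06 in 14-3-3σ-expressing cells and 1.98 over both pools, BMF 0.36, 0.27 and 0.31, VIPR1 0.0348, 0.13 and 0.0831, HEY1 0.0306, 0.0898 and 0.0602, DLL1 0.035 in control cells and 0.0647 over both, DLX1 0.18 in 14-3-3σ-expressing cells and 0.22 over both, and over both CABLES1 0.44, CDC25A 0.11 and CXCL12 -0.0097. For lists, 481 of 600 comparisons over 200 values were kept, 96 lost the call, 21 gained it and 2 reversed: the estrogen response list with fry at 20 min in 14-3-3σ-expressing cells (adjusted p = 0.0466) and between the pools over the 3 times (adjusted p = 0.0284). The cause was not tested. Signal over background limits genes near the floor, and brighter genes alone gave the counts above.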

Differences from the paper's values

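The paper's groups came from clustering of its 220 genes, and the counts here from limma calls at an adjusted p under 0.05 within 220 genes chosen by an F test. For group 1 (induced in control cells alone) the paper shows about 40 genes in Fig. 4A, read by eye, against 3 here. For group 2 (induced in both pools) it shows about 140 in Fig. 4A, read by eye, against 76, and for group 2.1 (a smaller response) about 33 in Fig. 4A, read by eye, against 2. For group 1_2.1 the paper gives 73 genes in its text, against 5. None of the 20 alternatives set before the data were examined (21 for group 1_2.1) brought these values within 1.5 times of the paper's: they gave 1 to 6 genes for group 1, 66 to 82 for group 2, 0 to 4 for group 2.1 and 0 to 8 for group 1_2.1. All of them took their 220 genes from the F test over the 6 conditions, which standing differences between the pools also enter. In the fit reported here 188 of the 220 differed between the pools and 111 changed with TNFα in at least 1 contrast. That choice alone kept group 2 below about 140, and the alternatives share it. For group 2.2 the paper shows about 110 in Fig. 4A, read by eye, against 74 here, just within 1.5 times. Of the 20 alternatives, 12 were also within it and 8 were not, with 65 to 73 genes: quantile normalization, all probe sets, the 90 min contrasts alone, and leaving out the control 0 min replicate 2 or the 14-3-3σ replicates 4 at 0 min, 11 at 20 min and 16 or 17 at 90 min.

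Some alternatives came closer, and both were chosen after seeing the values. The F test of the 4 TNFα contrasts gave 140 genes for group 2, within 1.5 times of the paper's, with 9 for group 1 and 0 for group 2.1. Classing all genes in place of the top 220 gave 49 for group 1 and 49 for group 1_2.1, each within 1.5 times of the paper's, with 163 for group 2. Of 15 genes that the paper's text or Figure 4A places in group 1_2.1 and that were measured, each of these alternatives drops 13 from classes 1 and 2.1, as does the fit reported here. The full membership of the paper's groups was not available. The paper's qRT-PCR of selected genes of group 1_2.1 in MCF7 and MDA-MB-231 cells is separate from these arrays and was not examined here.

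The paper counts TNFAIP1 among the genes whose induction depends on 14-3-3σ. Here its change did not pass the test in either pool, and its level was lower in 14-3-3σ-expressing cells at 0 min as well, by -0.34 (adjusted p = 0.015 from limma, up to 0.13 over the alternatives, and lost without the control 0 min replicate 2 or the 14-3-3σ 0 min replicate 5). It also places A20 in that signature, while the response of TNFAIP3 here was larger in 14-3-3σ-expressing cells, by 0.84 (adjusted p = 0.090 over all genes and 0.0038 over the 390 induced genes). GM-CSF, another target it names, was not analysed here. IL6 and CXCL8, also among its named targets, had smaller responses in 14-3-3σ-expressing cells, by -1.01 and -0.72, which did not pass over all genes. They passed over the 390 induced genes and, for CXCL8, also over the 76 genes induced in both pools. Over the induced genes the call of IL6 ended without 9 of the 12 arrays in turn and that of CXCL8 without 10. Over the genes induced in both pools that of CXCL8 ended without 7. Without the control 20 min replicate 7 or 8, which do not enter these differences, the values stayed at -1.01 and -0.72. Only the estimate of the spread and the genes adjusted over changed there. Without the control 90 min replicate 13 or 15 the difference was -1.23 or -0.78 for IL6 and -0.88 or -0.57 for CXCL8. Figure 4A shows the induced genes at intermediate levels at 20 min, while here NEDD9 fell by 0.80 at 20 min in control cells and by 1.13 in 14-3-3σ-expressing cells.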

Other observations

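The splits of the arrays reported here were planned before the results were seen, and the patterns above were not.

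Apart from TNFα, the pools differed in many genes. Over the 3 times 2252 genes were higher and 1690 lower in 14-3-3σ-expressing than in control cells (adjusted p under 0.05 from limma), and after quantile normalization 2037 and 2010, so the excess of higher genes depends on the scaling. The matrix metalloproteinase gene MMP16 was higher by log2 1.47 and the protease inhibitor gene CSTA by 1.63. LAMB1, a laminin chain, was lower by -1.71, LEF1, a transcription factor of Wnt signaling, by -1.70, and GPX2, a glutathione peroxidase, by -1.74. Of 48 interferon response genes, 21 were higher and 5 lower (22 and 5 when adjusted over the list alone), among them IFIT1 (1.00), IFIT2 (1.36) and BST2 (0.96), which act against viruses. camera gave the list an adjusted p of 0.0092 (adjusted p = 0.92 with an estimated correlation). Of 17 luminal epithelial markers, 1 was higher and 6 lower, the same when adjusted over the list alone, among them the mucin gene MUC1 (-0.54) and AGR2 (-0.61), with an adjusted p of 0.0092 from camera (adjusted p = 0.26 with an estimated correlation).

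Of 45 genes of migration, invasion and mesenchymal cells, 8 were higher and 11 lower between the pools (11 and 12 when adjusted over the list alone), with CD44, a hyaluronan receptor, at -0.95, CAV1, the caveolin of membrane pits, at -1.11, and TGFB1 at 0.62. Their median was 0.04 and their mean -0.03, with camera's direction down. Of 11 basal and myoepithelial markers, 1 was higher and 3 lower (the same when adjusted over the list alone), among them EGFR (-0.76) and SERPINB5, which encodes maspin (-0.45). Of 19 FOXO targets, 3 were higher and 5 lower (7 and 7 when adjusted over the list alone), with TXNIP at -1.03, a median of 0.06, a mean of -0.07 and camera's direction down. Of the 7 genes of the 14-3-3 family, SFN was higher and YWHAG lower (-0.14, a call lost without each array but the control 20 min replicate 7 and the 14-3-3σ replicates 5 at 0 min and 10 at 20 min, with an adjusted p of up to 0.11), the same counts when adjusted over the list alone. Of 25 estrogen response genes, 6 were higher and 4 lower (7 and 6 when adjusted over the list alone), with a median of -0.01, a mean of 0.03 and camera's direction down.

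At 90 min of TNFα, 6 of 20 bone metastasis genes rose in control and 5 in 14-3-3σ-expressing cells and none fell (6 and 7 rose and 1 and 2 fell when adjusted over the list alone). Among them were CSF1, the macrophage growth factor (1.37 and 1.50), and TNFRSF11B, which encodes osteoprotegerin (1.17 and 1.38). camera gave 2.9e-04 and 0.0044 (adjusted p = 0.080 and 0.12 with an estimated correlation), and in 14-3-3σ-expressing cells the median was -0.07 and the mean 0.23, with camera's direction up. Of the migration list 4 and 3 rose and none fell (5 and 4 when adjusted over the list alone). Of 48 interferon response genes, 3 and 4 rose and none fell (3 and 5 when adjusted over the list alone), among them CXCL10, a chemokine (2.12 and 2.78). Of the FOXO targets 3 and 4 rose and 1 fell in each (4 and 9 rose and 3 fell in each when adjusted over the list alone). Of 16 genes of the Notch pathway, 2 rose in each pool and 2 and 1 fell (2 rose and 2 fell in each when adjusted over the list alone): HES1 (0.58 and 0.44) and JAG1 rose and HEY1 fell by 0.68 and by 0.39. Their median was 0.02 in control and 0.01 in 14-3-3σ-expressing cells and the mean -0.0093 and -0.0054, with camera's direction up. In 14-3-3σ-expressing cells HES1 lost its call without the 0 min replicate 4 or either 90 min array (up to 0.086), and HEY1 without any array at 0 or 90 min (up to 0.14). Of the luminal markers ELF3 rose (0.77 and 0.73), of the basal markers OXTR rose (0.41 and 0.58), and of the estrogen response genes EGR3 rose (1.04 and 1.38), each the single gene called in either pool, with the same counts when adjusted over the list alone apart from 2 estrogen response genes in 14-3-3σ-expressing cells. The 14-3-3 family had 0 calls in either pool, with none when adjusted over the list alone. None of 15 fibroblast markers passed with limma in either pool, and 1 rose in control cells when adjusted over the list alone. Of 15 leukocyte markers, CD3E fell by 0.40 in 14-3-3σ-expressing cells, also when adjusted over the list alone. The rise of OXTR in control cells lost its call without any control array or either 14-3-3σ array at 90 min (adjusted p of up to 0.22). The fall of CD3E lost it without the 14-3-3σ 0 min replicate 5, any array at 90 min or any array at 20 min (up to 0.31). In 14-3-3σ-expressing cells the basal markers had a median of -0.04 and a mean of 0.02, with camera's direction up.

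Chance can be excluded as the source of the differences between the pools over the 3 times: the pools gave 3942 genes and the highest of the other splits of the arrays gave 219, in 100 splits drawn, with 1 as large. The change at 90 min over both pools gave 595 genes in a fit of 8 arrays, against at most 0 in the other splits. Of 34 splits 1 was as large, the real one, and 1 further split could not be fitted. The other splits for the change at 90 min mix the times within a group, which lowers their counts in the same way.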
